# *Codonopsis pilosula* seedling drought- responsive key genes and pathways revealed by comparative transcriptome

**DOI:** 10.3389/fpls.2024.1454569

**Published:** 2024-10-30

**Authors:** Hongyan Wang, Yuan Chen, Lanlan Liu, Fengxia Guo, Wei Liang, Linlin Dong, Pengbin Dong, Jiali Cheng, Yongzhong Chen

**Keywords:** *Codonopsis pilosula*, drought stress, differentially expressed genes, comparative transcriptome, qRT-PCR

## Abstract

**Background:**

*Codonopsis pilosula* (Campanulaceae) is a traditional herbal plant that is widely used in China, and the drought stress during the seedling stage directly affects the quality, ultimately impacting its yield. However, the molecular mechanisms underlying the drought resistance of *C*. *pilosula* seedlings remain unclear.

**Method:**

Herein, we conducted extensive comparative transcriptome and physiological studies on two distinct *C. pilosula* cultivar (G1 and W1) seedlings subjected to a 4-day drought treatment.

**Results:**

Our findings revealed that cultivar G1 exhibited enhanced retention of proline and chlorophyll, alongside a marked elevation in peroxidase activity, coupled with diminished levels of malondialdehyde and reduced leaf relative electrolyte leakage compared with cultivar W1. This suggested that cultivar G1 had relatively higher protective enzyme activity and ROS quenching capacity. We discerned a total of 21,535 expressed genes and identified 4,192 differentially expressed genes (DEGs) by RNA sequencing (RNA-seq). Our analysis revealed that 1,764 DEGs unique to G1 underwent thorough annotation and functional categorization utilizing diverse databases. Under drought conditions, the DEGs in G1 were predominantly linked to starch and sucrose metabolic pathways, plant hormone signaling, and glutathione metabolism. Notably, the drought-responsive genes in G1 were heavily implicated in hormonal modulation, such as ABA receptor3-like gene (*PYL9*), regulation by transcription factors (*KAN4*, *BHLH80*, *ERF1B*), and orchestration of drought-responsive gene expression. These results suggest that cultivar G1 possesses stronger stress tolerance and can better adapt to drought growing conditions. The congruence between qRT-PCR validation and RNA-seq data for 15 DEGs further substantiated our findings.

**Conclusion:**

Our research provides novel insights into the physiological adaptations of *C. pilosula* to arid conditions and lays the groundwork for the development of new, drought-tolerant *C. pilosula* cultivars.

## 1 Introduction

The utilization of medicinal plants represents a significant approach for humans to harness natural resources. These plants not only serve as treatments for various diseases but also play a crucial role in boosting the immune system and preventing illness. As the global population grows and living standards improve, the demand for medicinal plants continues to rise. Notably, approximately 75% of the population in developing countries primarily relies on herbal medicines for their healthcare needs (Kim et al., 2015). *Codonopsis pilosula* is a traditional herbal plant that is widely used in Asian countries, mainly planted in China, Japan, and Korea (Chen and Huang, 2018; Liu et al., 2018), and its dry roots are used as medicine (*Codonopsis Radix*, also Dangshen) (C. P. Committee, 2020). Furthermore, the Chinese Pharmacopeia lists more than 110 Chinese Herbal Medicines (CHM) preparations containing *Codonopsis Radix* or its extracts (C. P. Committee, 2020) due to its extensive pharmacological effects, such as strengthening the spleen, benefiting the lungs, nourishing the blood, and promoting the production of body fluids (C. P. Committee, 2020; Gao et al., 2018; He et al., 2014; Sun et al., 2018a). People in countries such as China, Japan, North Korea, South Korea, and the United States also use it as a food additive in wine, soup, porridge, etc (Zou et al., 2014; Boo et al., 2017; Gao et al., 2018; Moon et al., 2018).

*C*. *pilosula* is a perennial herbaceous plant in the Campanulaceae family that propagates by seed reproduction (Shin et al., 2019) and is mainly cultivated in Gansu Province, China, which has an arid and semiarid temperate continental climate (He et al., 2013). Drought is one of the most important environmental stressors, and its intensity increases due to climate changes and irrigation water shortages caused by world population growth (Marthandan et al., 2020). The agricultural losses caused by drought each year account for approximately 70% of the global potential yield losses (Min et al., 2016; Wu et al., 2017), mainly due to water deprivation causing a decrease in water potential, nutrient uptake, and photosynthesis, and inducing oxidative damage from reactive oxygen species (ROS) and disturbance of metabolism, finally resulting in reduced production and yield quality of crops (Wahab et al., 2022). To cope with drought stress, plants initiate multiple drought- response strategies at the morphological, physiological, and molecular levels. These strategies include altering the structural characteristics of roots and leaves, enhancing the synthesis of hormones and osmotic regulators, and regulating the expression of drought-tolerant genes (Chimungu et al., 2014). The yield and quality of *Codonopsis Radix* depend on the *C. pilosula* seed and seedling quality. High-quality *Codonopsis* seedlings are fundamental for improving the *Codonopsis Radix* yield and quality (Liu et al., 2019; Xiao et al., 2020). The *C. pilosula* seedling stage requires more water than the medicinal value formative period, while drought stress at the seedling stage directly affects the quality of the *C*. *pilosula* and, ultimately, its yield. Thus, the needs of daily life and clinical medicine for this species cannot be met (He et al., 2015).

After years of field breeding, our research group has successfully cultivated a new cultivar of *C*. *pilosula*, ‘Gandang number 1, G1’. Experiments have shown that cultivar G1 has strong stress resistance, but the yield of its dried roots is not the highest (Wang et al., 2024). This clearly cannot meet the demand for high-yield and high-stress resistance new cultivars of *C*. *pilosula* in production. At present, assisted breeding based on biochemical markers is a valid approach used to accelerate the cultivation of *C*. *pilosula* cultivars (Gupta and Crants, 2019). Therefore, it is essential to elucidate the potential mechanisms underlying the drought stress response, as well as to identify the drought resistance genes unique to cultivar G1. This knowledge can then be applied in molecular marker-assisted breeding to develop new cultivars of *C. pilosula* that exhibit both high yield and enhanced resistance to stress.

In this work, we employed an Illumina RNA sequencing and analysis-based methodology to conduct a comprehensive comparative transcriptome analysis of two contrasting *C. pilosula* cultivars—the new cultivar G1 and the widely promoted local variety Weidang No. 1 (W1), both at the seedling stage. Our aim was to reveal the dynamic molecular mechanisms that underlie the drought stress responses in *C. pilosula* and to identify the drought resistance genes that are unique to the G1 cultivar. Additionally, we assessed physiological indices to provide a foundational reference for our research. Ultimately, this study offers a molecular basis for breeding new drought-resistant cultivars of *C. pilosula.*

## 2 Materials and methods

### 2.1 Plant materials and drought stress treatment

In this experiment, potted soil-cultivated *Codonopsis* seedlings were utilized. The soil used for the test, with a moisture content of 150.43 g/kg, was taken from the Bacchus Garden of Gansu Agricultural University. This loess soil exhibited an electrical conductivity of 173.67 μs/cm and a pH level of 8.19 and was enriched with 12.27 g/kg of organic matter. Additionally, it contained 17.08 mg/kg of nitrate nitrogen, 9.79 mg/kg of ammonium nitrogen, 13.48 mg/kg of available phosphorus, and 108.06 mg/kg of available potassium. The test cultivars of *C*. *pilosula* included Weidang No. 1 (W1), a variety promoted in Dingxi, Gansu Province (the seed was obtained from the Dry Farming Research and Promotion Center of Dingxi, Gansu Province), and Gandang No. 1 (G1), a cultivar selected by the group of Yuan Chen and Feng-xia Guo of Gansu Agricultural University. All seeds were naturally shade-dried seeds harvested in the same year. Seeds weighing 0.0430 ± 0.0005 g—sufficient for approximately 150 seeds—were sown in plastic pots. These pots, with dimensions of 13 cm in diameter, 12 cm in height, and a bottom diameter of 9 cm, were used for 20 pots per cultivar. A rain-proof shed was used to prevent rainwater from entering and to ensure consistency with the local climatic conditions.

During the potted plant experiment, the climate conditions were obtained from the European Centre for Medium Range Weather Forecasts (ECMWF, https://www.ecmwf.int/). The following data were collected: daily maximum temperature (°C), daily minimum temperature (°C), average humidity (% RH), average daily rainfall (mm), daily maximum Direct Normal Irradiance (DNI, W/m^2^), and daily minimum DNI (W/m^2^) data at the coordinates of the potted plant experiment (36.092035° N, 103.699152° E). The daily maximum solar intensity and daily minimum solar intensity data using formula 1 DNI (W/m^2^) = 126.58 solar intensity (lux). The soil moisture content was maintained by weighing during the experimental stage (Ruiz-Nieto et al., 2015). To minimize the effects of environmental heterogeneity, all pots were periodically moved and rotated (Ruiz-Nieto et al., 2015). The climatic conditions throughout the entire experimental period are summarized in **Supplementary Figure S1**.

The weighing method was employed to maintain the soil moisture content of potted plants at 180 ± 5 g/kg. Four weeks after the emergence of seeds, two pots of each cultivar were left as control for observation and photography. The remaining 18 pots of each cultivar underwent drought treatment (D) by withholding water, with the day water was withheld designated as drought day 0. Sampling was conducted at 4–5 pm on the same day. After sampling, the soil moisture content of the potted soil was immediately measured by the drying method. Three samples, with each pot containing one biological replicate, were collected on drought days 0, 2, 4, 6, and 7. The samples were immediately stored at −80°C for subsequent physiological analyses. Based on phenotype observations and physiological indicator measurement results, samples from drought days 0 (CG1, CW1) and 4 (DG1, DW1) were used for transcriptome sequencing and quantitative real-time PCR (qRT-PCR) assays.

### 2.2 Physiological and phenotypic characterizations

Soil moisture content was determined using the oven-drying method: Fresh soil samples were placed in an aluminum box of two-thirds’ capacity, weighed, and then oven dried at 105°C for 6 to 8 h, and the samples were reweighed after cooling. The formula was as follows: Soil moisture content (g/kg) = [(Weight of box + wet soil) −(Weight of box + dry soil)]/ [[(Weight of box + dry soil) − (Weight of box)] ×10].

Lipid peroxidation was measured following treatment and after 5 h by using malondialdehyde (MDA) equivalents (Dhindsa and Matowe, 1981). Leaves (0.20 g) from each treatment were ground in a precooled mortar with 10 mL of 0.05 M phosphate buffer (pH 7.0) and liquid nitrogen. The homogenate was evenly divided into two 5- mL portions using a standard pipette, and placed into separate 5-mL centrifuge tubes. One portion was immediately centrifuged at 12,000 ×g for 10 min to measure the initial MDA content. The other portion was incubated at room temperature with gentle shaking for 5 h before centrifugation and MDA measurement. For MDA quantification, the supernatant (1.5 mL) after centrifugation was mixed with an equal volume of a solution containing 20% trichloroacetic acid (TCA) and 0.6% thiobarbituric acid (TBA) in 0.05 M phosphate buffer (pH 7.0). The mixture was heated in a 95°C water bath for 15 min, and then rapidly cooled and centrifuged at 12,000 ×g for 10 min. The absorbance was measured at 450 nm, 532 nm, and 600 nm. The automatic oxidation rate (AR, = (5 h MDA-0 h MDA)/5) of membrane lipids was calculated as the average increase in the MDA concentration per hour (Li and Mei, 1989).

The levels of proline were evaluated using a Proline Assay Kit (A107-1-1, Jiancheng, Nanjing, China) by the colorimetric method. Ethanol extraction was used for chlorophyll determination, and the leaf relative electrolyte conductivity was determined using a P902 conductivity meter (Youke, Shanghai, China). Antioxidant enzymatic activity was performed at 4°C. The samples were homogenized in liquid nitrogen with 5 mL extract buffer containing 0.2 mM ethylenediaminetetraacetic (EDTA) and 2% polyvinylpyrrolidone (PVP) in 25 mM PBS buffer (pH 7.8). The homogenate was centrifuged at 15,000 r·min^−1^ for 20 min. The supernatant was used for antioxidant enzyme analysis (Guo et al., 2006, 2021; Niu et al., 2018). The activity for SOD was expressed as U/g, the activity for APX was expressed as U/s/g, and CAT and POD activities were expressed as U/min/g according to Niu et al. (2018).

### 2.3 RNA isolation, transcriptome sequencing, and data analysis

Total RNA was extracted from the leaf tissues by using TRIzol reagent following the manufacturer’s procedure (Invitrogen, CA, USA). RNA quality was evaluated on 1% agarose gel, and RNA concentrations were determined with NanoDrop 2000 spectrophotometer (Thermo Technologies) (Wei et al., 2019). High-quality RNA (RNA integrity number [RIN] scores >7.5) was used for subsequent experiments. The messenger RNA (mRNA) was enriched using Oligo (dT) beads, followed by fragmentation into short fragments using fragmentation buffer and reverse transcribed into cDNA with random primers. Second-strand cDNA was synthesized by DNA polymerase I, RNase H, dNTP, and buffer. Subsequently, the cDNA fragments were purified with the Qiaquick PCR extraction kit (Qiagen, Venlo, Netherlands), end repaired, A base added, and ligated to Illumina sequencing adapters. The ligation products were size selected (~300 bp) by agarose gel electrophoresis, PCR amplified, and sequenced using Illumina NovaSeq 6000. Raw reads were processed by quality control with unjoining and quality shearing to obtain the clean reads. The clean reads of each sample were assembled using Trinity v2.5.0 to acquire the number of unigenes. All the assembled transcripts were annotated against the following databases: NCBI_NR (non-redundant protein sequences), Gene Ontology (GO), and KEGG (Kyoto Encyclopedia of Genes and Genomes). The expression of unigenes was summarized using RSEM1.2.31. Significantly differentially expressed genes (DEGs) were analyzed using the DESeq2 1.10.1 R package. DEGs were identified within the following criteria: adjusted P-value < 0.005, |log2(foldchange)| ≥ 2 (Robinson et al., 2010). The acquired DEGs then underwent KEGG enrichment analysis using KOBAS (http://kobas.cbi.pku.edu.cn/kobas3) to identify the biological functions and related metabolic pathways. The raw transcriptome data have been deposited in the NCBI Gene Expression Omnibus (GEO) under the accession number GSE270657.

### 2.4 Quantitative real-time PCR analysis

To validate the reliability of the RNA-Seq transcriptome sequencing results from our experiments, we randomly selected 15 genes and quantified their expression levels using quantitative real-time fluorescence PCR (qRT-PCR). Primer design was conducted using Primer 5.0 software (**Supplementary Table S1**), with 18S rRNA serving as the internal reference gene. RNA from each sample group was reverse transcribed using a reverse transcription kit from TaKaRa. The resulting cDNA was subsequently stored at −20°C. For qRT-PCR reactions, qPCR Mix 15 µL, 2 μL Mg^2+^ (25 mM), 0.5 µL each for forward and reverse primers (10 µM), cDNA 2 µL, and dd H_2_O 10.0 µL were included, and the PCR amplification program is shown in **Supplementary Table S2**. The relative expression 2^−ΔΔCt^ levels were calculated using the relative method (Livak and Schmittgen, 2001).

### 2.5 Statistical analysis of physiological data

We used the SPSS software package (version 22.0; SPSS Institute Ltd., Armonk, NY, USA) to conduct the statistical analysis of physiological data by Fisher’s protected least significant differences (PLSD) test. The level of significance was set at *P* ≤ 0.05.

## 3 Results

### 3.1 Phenotypical response of two contrasting *C. pilosula* cultivars to drought stress

To investigate the drought tolerance phenotype of *C*. *pilosula* cultivars W1 and G1, 4-week-old seedlings were subjected to drought treatment. After 6 days of drought exposure, the leaves and stems of cultivar W1 exhibited significant wilting, with the stems showing more severe dehydration than the leaves. In contrast, the leaves and stems of cultivar G1 remained in relatively good condition (**Figure 1A**). Following 7 days of drought treatment, the stems of cultivar W1 were nearly completely dehydrated, whereas the leaves and stems of cultivar G1 began to show initial signs of wilting.

**Figure 1:**
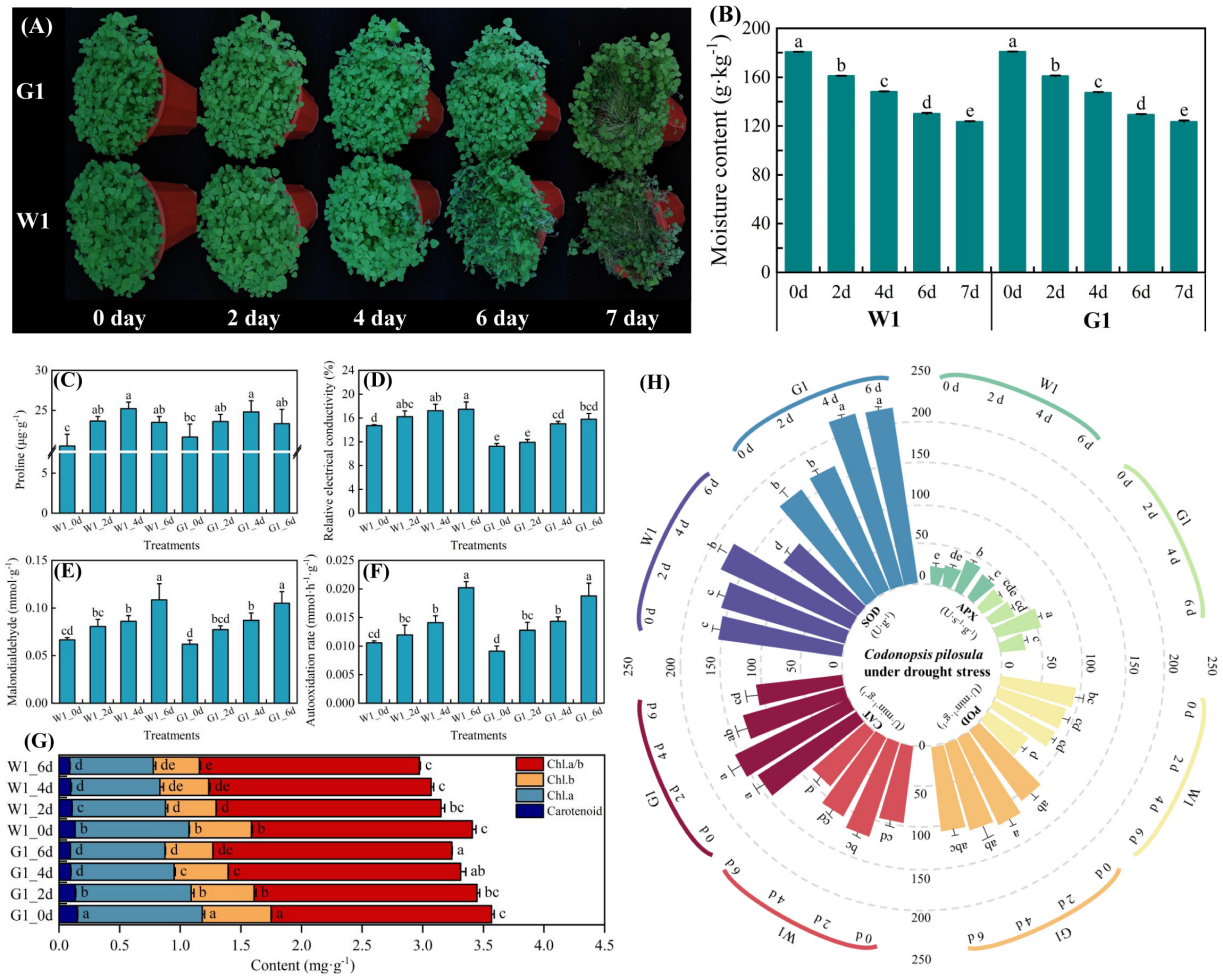
Phenotypical characterization of two cultivars under drought stress. **(A)** Phenotypes of W1 and G1 on days 0, 2, 4, 6 and 7 of drought treatment. **(B)** Soil moisture content on days 0, 2, 4, 6, and 7 of the drought treatment. **(C–F)** Effect on osmotic adjustment substances of proline, relative electrical conductivity, malondialdehyde (MDA), and automatic oxidation rate. **(G)** Changes in chlorophyll. **(H)** Antioxidant enzyme activity of peroxidase (POD), catalase (CAT), ascorbate peroxidase (APX), and superoxide dismutase (SOD). Data are mean ± SD (n = 3). Different lowercase letters mean a significant difference at *P*< 0.05.

In both *C*. *pilosula* cultivars, proline content and antioxidant enzyme activities initially increased from days 1 to 4, followed by a decrease on day 6 as the duration of stress exposure lengthened (**Figures 1C, H**). The chlorophyll content peaked on day 2 of drought stress before subsequently declining (**Figure 1G**). Additionally, other leaf osmotic adjustment substances, including relative electrical conductivity, malondialdehyde, and automatic rate, exhibited a significant increase (*P* < 0.05) during the drought period from days 1 to 6 (**Figures 1D–F**). In comparison, cultivar G1 consistently maintained higher levels of proline content, antioxidant enzyme activities, and chlorophyll content than cultivar W1 at all time points. However, the levels of other osmotic adjustment substances were lower in cultivar G1 than in cultivar W1. This observation suggests that as the duration of drought exposure increases, the leaf cell membranes of cultivar W1 may experience significant damage, leading to the release of cell membrane lipids and the destruction of membrane structure (Zenda et al., 2018). Therefore, after evaluating the physiological changes, we conducted transcriptome analysis on leaf samples of two *C*. *pilosula* cultivars, comparing those with normal growth (control, C) and those subjected to drought stress on day 4 (D). This analysis aimed to identify the relevant genes associated with drought stress in *C. pilosula* seedlings.

### 3.2 Transcriptomic analysis of *C*. *pilosula* response to drought stress

Transcriptomic analysis was used to explore the molecular mechanisms underlying the adaptation of *C. pilosula* Seedlings to drought stress. 

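RNA was sequenced from leaves of 4-week-old seedlings of cultivars W1 and G1, with 3 libraries in each of 4 groups. CW1 and CG1 were sampled on drought day 0, and DW1 and DG1 on drought day 4. Well-watered plants were sampled on day 0 only, so every drought effect is also a difference between days. The sample labels describe replicate 1 of CW1 as drought treated, and its title and the paper place it among the controls. The authors' table holds expected counts and TPM for 55,270 assembled genes, with the best protein hit of each gene, and total counts per library ran from 12,415,229 to 22,837,632. Rounded counts of all 12 libraries were fitted together in edgeR with TMM normalization, after a filter on low counts that left 29,168 genes. A gene is said to rise or fall where its Benjamini-Hochberg adjusted p lies under 0.05, and it is called a DEG where it also changed at least 4-fold. Values after ± are standard deviations beside TPM and standard errors beside log2 fold changes, with n = 3 libraries per group. The gene lists, the comparisons and the rule for choosing the genes named were set before the data were examined. All p-values measure only the spread between these libraries. Gene names are those of the best protein hit in another species, and closely related genes of a family can share reads.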

In total, 549.75 million raw sequencing reads were generated. After removing adapter sequences and low-quality reads, we obtained 71.44 GB of clean data; all Q20 values and Q30 values were more than 98% and 94% (**Supplementary Table S3**). Approximately 55,270 genes were assembled, with lengths ranging from 201 bp to 9,071 bp. All of these genes were successfully annotated in the database (**Supplementary Table S4**).

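The assembled genes were 201 to 9,071 bp long, with a median of 448 bp. A best hit in at least 1 protein database was listed for 27,570 of them (49.9%), and the other 27,700 carry none in this table. A plant protein was the hit of 25,558 genes, and 18,992 had a SwissProt hit. The best SwissProt hit was a vertebrate protein for 3,775 genes, of which 1,807 had no plant protein hit. Transcripts of these 1,807 genes were spread unevenly over the libraries. In replicate 1 of DG1 they summed to 24,785 TPM, which is 2.49% of that library, against 1,401 to 2,443 TPM in each of the other libraries. Genes with a vertebrate best hit of any kind summed to 70,349.5 TPM in that library and to 16,183 to 22,728 TPM in the rest.

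**Figure D1:**
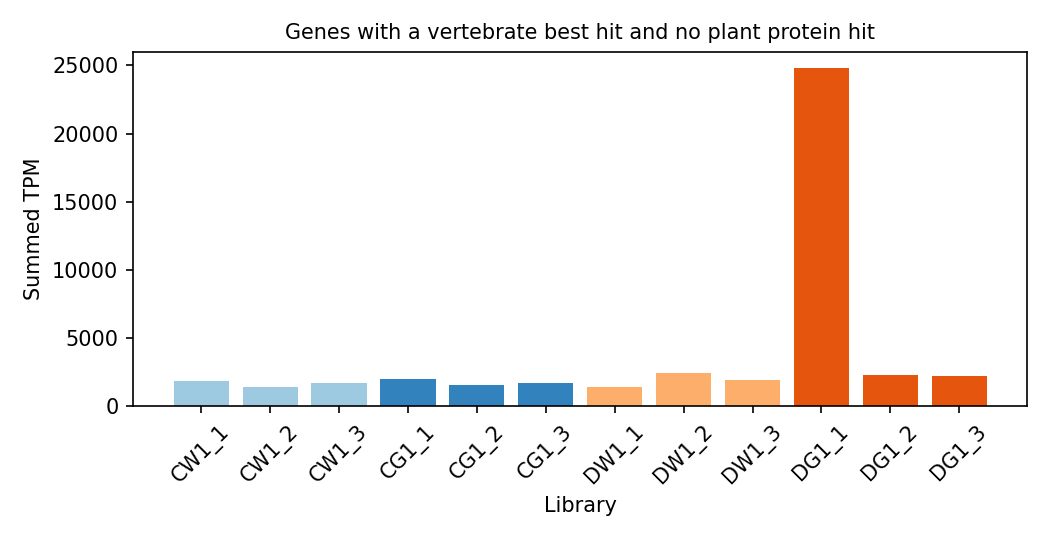
Summed TPM of the 1,807 genes with a vertebrate best SwissProt hit and no plant protein hit, as bars for each of the 12 libraries of CW1, CG1, DW1 and DG1. DG1 replicate 1 stands above all other libraries.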

To test the repeatability and reliability of the results, we tested the relation of expression patterns among the drought treatment (D) and control (C) replicates of two cultivars by Pearson’s correlation test. 

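Leaf libraries of one group had closely similar TPM profiles in CW1, with a median Pearson r of 0.961 between replicates, and in DW1 (0.953). The median was 0.924 within CG1, and 0.898 within DG1, where the pairs ran from 0.803 to 0.939. Between the controls CW1 and CG1 the median was 0.959, higher than within CG1, DW1 or DG1. Between the drought groups the median was 0.869, and between CG1 and DG1 0.600. Replicate 1 of DG1 had the lowest correlations, 0.291 to 0.898 with the other libraries. Every pair had a positive r, which is taken across genes, and genes are not independent replicates.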

The RNA-seq correlation coefficients of transcript per million (TPM), among DW1, DG1, CW1, and CG1 replicates, showed that the gene expression patterns were similar (**Figure 2A**), thus confirming the repeatability and reliability of evaluation results.

**Figure 2:**
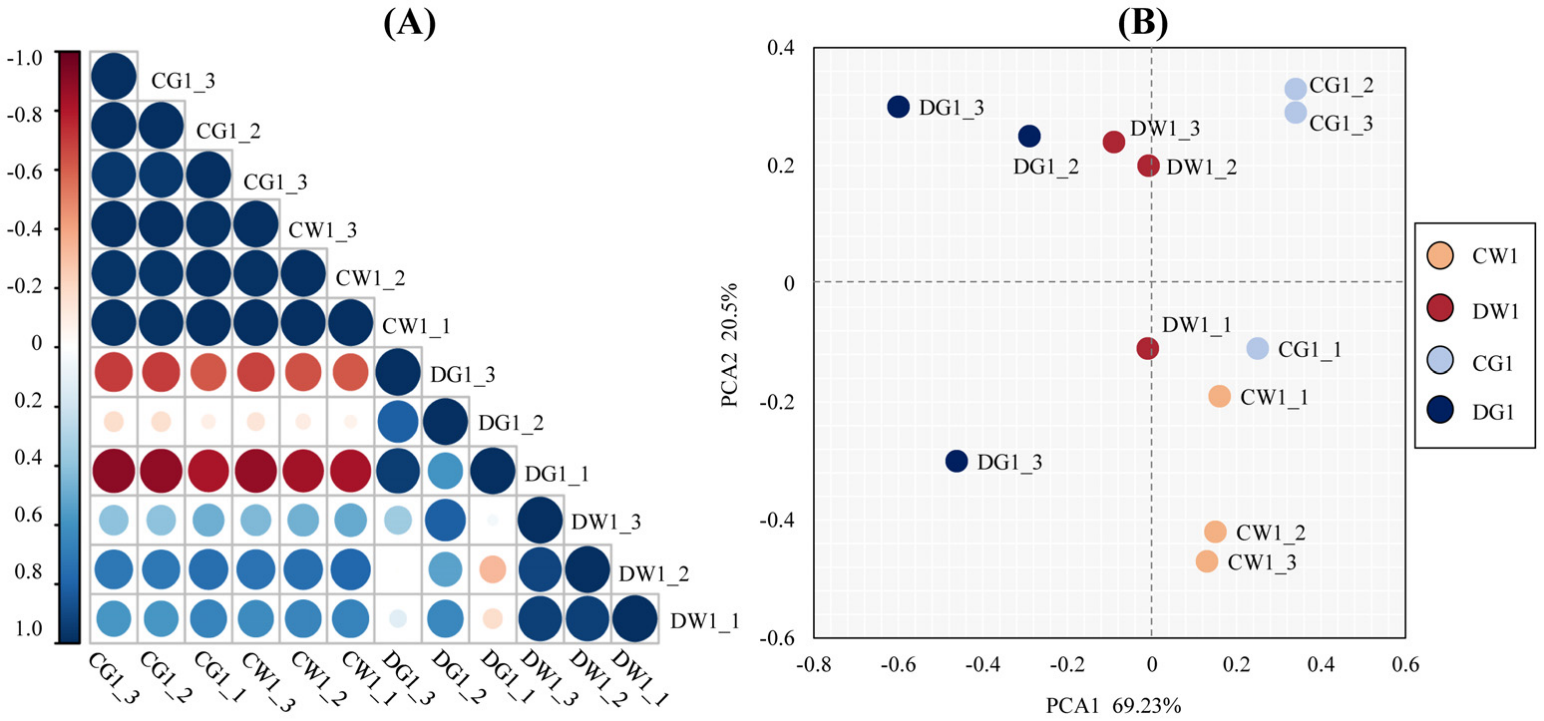
The repeatability and reliability test of the results of two cultivars and their replicates. **(A)** Pearson correlation coefficient analysis of biological replicates of two *C. pilosula* cultivars under different treatment conditions. The correlation coefficient (R^2^) between two corresponding (x- and y-axis) samples was calculated based on the TPM values of those samples. The x- and y- axes show the corresponding biological samples for different treatment conditions. **(B)** Principal component analysis (PCA) of the similarities and differences between the 12 samples used for RNA sequencing.

Furthermore, to analyze the similarities and differences between the 12 samples, principal component analysis (PCA) of all samples was performed (Mortazavi et al., 2008). 

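Drought was the main axis along which the leaf transcriptomes differed, and cultivar came second. On log2(TPM + 1), the first component held 28.5% of the variance and separated drought from control libraries (exact permutation test, adjusted p = 0.00433, 924 permutations), while G1 and W1 were not separated on it (adjusted p = 0.29). The second component held 15.0% and separated G1 from W1 (exact permutation test, adjusted p = 0.00433). Most of that distance came from the controls, where CG1 lay at 25.2, 122 and 114 and CW1 at -34.0, -42.7 and -53.9. The cultivar call on this component was lost without CG1 replicate 2 (exact permutation test, adjusted p = 0.236) and without CG1 replicate 3 (adjusted p = 0.247), within a range of 0.00433 to 0.247 over the single libraries left out. It was also absent on TPM that were not logged (exact permutation test, adjusted p = 0.483).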

The PCA results showed a clear separation between the two *C. pilosula* cultivars. Additionally, the replicates of each treatment clustered together (**Figure 2B**). These results showed that this experiment was reproducible and reliable.

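Replicate 1 of DG1 lay far beyond the rest along the drought axis, at 205 on the first component, and replicates 2 and 3 at 64.8 and 79.7. The DW1 libraries lay at -16.0, 31.6 and 53.0. CW1 and CG1 libraries all had negative scores there, from -97.4 to -48.2. Among the controls, replicate 1 of CG1 lay closer to CW1 on the second component than its own replicates did. Without DG1 replicate 1, DW1 replicate 3 (96.6) lay between replicates 2 (95.7) and 3 (111) of DG1 on the first component, and the cultivars were not separated on it (exact permutation test, adjusted p = 0.844).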

### 3.3 Differential gene expression analysis of *C. pilosula* response to drought stress

The current study used TPM values ≥ 5 to determine the genes expressed. 

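Leaves of the 4 groups together expressed 21,535 genes at a group mean of 5 TPM or more, of which 16,928 carry an annotation. A plant protein was the hit of 16,619 of them. At a mean of 1 TPM or more the count was 54,721, and with 5 TPM asked of only 1 replicate it was 32,715.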

A total of 21,535 annotated gene transcripts were identified from the four treatments (DW1, DG1, CW1, and CG1). The Venn diagram (**Supplementary Figure S2**) shows the number of genes exclusively expressed in each treatment, overlapping genes between treatments, and common genes among all treatment combinations. Of these 21,535 gene transcripts, 63.71% (13720) were represented in all treatments. 

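The genes expressed in all groups numbered 13,720, and 12,116 of them had a plant protein hit. Such a hit does not by itself show plant origin. Of the 3,775 genes with a vertebrate best hit, all but 1,807 had one. Among the SwissProt hits of the 13,720 genes, 7.34% were vertebrate proteins. The count was 24,538 at a mean of 1 TPM or more.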

Before drought stress, 81.55% (17562) and 78.03% (16803) of the genes were expressed in W1 and G1, respectively. After drought stress, 80.85% (17412) and 79.81% (17188) were expressed in W1 and G1, respectively. 

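Well-watered leaves expressed 17,563 genes in W1 and 16,803 in G1, and droughted leaves 17,413 and 17,189. In droughted W1 leaves 792 of the expressed genes had a vertebrate best hit, and in droughted G1 leaves 1,143. For DG1 that number was 728 without DG1 replicate 1, below DW1, 1,736 without DG1 replicate 2 and 1,755 without DG1 replicate 3. At a mean of 1 TPM or more the numbers were 37,552 (CW1), 35,386 (CG1), 40,142 (DW1) and 41,652 (DG1). These counts were not put to a test.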

A total of 735 genes were exclusively expressed in W1 after drought treatment (DW1), and a total of 1,437 genes were exclusively expressed in G1 after drought treatment (DG1). It is evident that a greater number of genes were expressed in variety G1 in response to drought stress, indicating that different mechanisms or pathways were activated to cope with the drought. 

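Genes at 5 TPM or more in droughted G1 leaves alone numbered 1,438, and 384 of them had a vertebrate best hit, or 63.5% of those with any SwissProt hit. Of the 735 genes above that level in droughted W1 leaves alone, 10 had such a hit (5.71%). Most of the DG1 genes rested on a single library: 1,248 reached 5 TPM in replicate 1, 410 in replicate 2 and 433 in replicate 3, and 837 did so in replicate 1 alone. Their median level was 14.1 TPM in replicate 1, 2.56 in replicate 2 and 2.54 in replicate 3. The DW1 genes were more even, with 474, 391 and 408 of them at that level in the 3 replicates. Asked of all 3 replicates, the counts were 540 for DG1 and 408 for DW1. The DG1 count was 704 without DG1 replicate 1, 2,725 without DG1 replicate 2 and 2,736 without DG1 replicate 3. Among these, the genes with a vertebrate best hit numbered, in that order, 7 (5.38%), 978 (77.3%) and 998 (77.4%), and for DW1 33 without DG1 replicate 1. With 5 TPM in at least 1 replicate the counts were 5,705 and 2,331, at a mean of 1 TPM 5,769 and 2,284, and among annotated genes 786 and 335.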

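The paper links the greater number of genes it finds expressed in G1 under drought to the activation of different mechanisms or pathways. Without replicate 1 of DG1, the genes at 5 TPM or more in that group alone were fewer than those of DW1 in number, 704 against 815. The DG1 mean there is taken over fewer libraries than that of DW1. With 5 TPM asked of all 3 replicates DG1 had more, 540 against 408, and 4.12% of the SwissProt hits of its genes were vertebrate proteins.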

Analyzing the differentially expressed genes in drought stress holds significant value.

The software R was used to explore differentially expressed genes (DEGs) between treatments at a standard fold change of less or equal to four (≤4) and false discovery rate (*P* < 0.05). 

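Before drought, leaves of G1 differed from those of W1 in single genes, among them HARBI1-like nucleases, DREB1D and ERF5. A HARBI1-like nuclease (DN20045_c1_g2) stood at 24.7 ± 5.75 TPM in CG1 and 0.353 ± 0.150 in CW1 (log2 fold change 6.29 ± 0.49, adjusted p = 0.00205), and a gene of the same kind named At3g55350 (DN20045_c1_g1) was also higher in CG1 (log2 fold change 6.91 ± 0.60, adjusted p = 0.00273). The ALP1-like gene DN21540_c0_g1, of the same transposase-derived family, was higher too (log2 fold change 8.09 ± 0.95, adjusted p = 0.0211). So were DREB1D (DN17159_c0_g4, log2 fold change 6.66 ± 0.80, adjusted p = 0.0211), a transcription factor of the cold and drought response, and ERF5 (DN21205_c0_g5), an ethylene response factor, at 243 ± 69.2 against 27.4 ± 11.9 TPM (log2 fold change 3.35 ± 0.43, adjusted p = 0.0211). CML37 (DN14122_c0_g1), a calmodulin-like calcium sensor, stood at 58.9 ± 48.3 TPM in CG1 and 0.0367 ± 0.0635 in CW1. Higher in CG1 were also the Nudix hydrolase NUDT17 (DN13001_c0_g3, log2 fold change 3.12 ± 0.38, adjusted p = 0.0211) and the protein phosphatase 2C At2g30020 (DN16647_c0_g9, log2 fold change 3.76 ± 0.47, adjusted p = 0.0211). Lower in CG1 were an organic cation transporter, OCT3 (DN14768_c1_g2, log2 fold change -5.30 ± 0.78, adjusted p = 0.0232), a retrotransposon-like gene, AtMg00810 (DN13971_c1_g4, log2 fold change -3.92 ± 0.62, adjusted p = 0.0297), a GPR107-like gene (DN20424_c0_g1, log2 fold change -4.22 ± 0.72, adjusted p = 0.0362) and a phosphoprotein phosphatase (DN21742_c1_g2, log2 fold change -2.69 ± 0.45, adjusted p = 0.0342). A disease resistance gene (DN19129_c0_g5) was listed at 0 in both G1 groups and at 17.3 ± 5.81 TPM in CW1. After drought the gap was small for DN20045_c1_g2 (mean 1.73 TPM in DG1 and 1.50 in DW1). It was narrower for ERF5 (21.6 and 11.5), At2g30020 (13.2 and 8.50) and CML37 (0.273 and 0.0467). AtMg00810 (0.550 and 4.72), DN21742_c1_g2 (27.1 and 83.1) and DN19129_c0_g5 (0 and 6.62) stayed lower in DG1. None of these differences passed the test between the drought groups. Between the controls 120 genes were DEGs in all, 105 higher and 15 lower in CG1. This count was 3 without replicate 2 or 3 of CW1, 4 without CW1 replicate 1, 5 without CG1 replicate 3, 16 without CG1 replicate 2, 58 without DG1 replicate 3, 75 without DW1 replicate 3 or DG1 replicate 2 and 793 without CG1 replicate 1. The DESeq2 Wald test gave 1,055, 750 of them higher in CG1. Of the 14 genes chosen by rule here, the number that lost the call was 12 without CW1 replicate 2 (adjusted p up to 0.145), 12 without CW1 replicate 3 (0.133), 12 without CG1 replicate 3 (0.152), 11 without CW1 replicate 1 (0.134), 8 without CG1 replicate 2 (0.174), 4 without DG1 replicate 3 (0.0608) or DW1 replicate 3 (0.0561), and 1 without DG1 replicate 2 (0.0555) or DW1 replicate 2 (0.0536). The HARBI1-like genes DN20045_c1_g2 and DN20045_c1_g1 passed in every one of these runs. TIF3B1 (DN16215_c1_g3) is also among the 14, with adjusted p = 0.127 without CG1 replicate 3.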

Before drought treatment, we identified a total of 1,212 (809 upregulated and 403 downregulated) DEGs to be differentially expressed between the cultivar W1 and G1 (CW1_CG1). Under water-deficit conditions, 556 DEGs (241 upregulated and 315 downregulated) were observed between the cultivar G1 and W1 (DG1_DW1). 

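After drought, leaves of G1 and W1 differed in few genes that passed the test. A xyloglucan endotransglucosylase/hydrolase gene (XTH, DN13462_c0_g3), whose product remodels cell walls, stood at 5.37 ± 1.73 TPM in DG1 and 23.4 ± 2.04 in DW1 (log2 fold change -2.05 ± 0.24, adjusted p = 0.048). Its call was lost in single-library omissions of CW1 replicate 2, replicate 1, 2 or 3 of CG1, replicate 1, 2 or 3 of DW1 or DG1 replicate 3, with adjusted p = 0.0356 to 0.103. The other gene, DN18318_c0_g1, has no annotation, was also lower in DG1 (log2 fold change -2.74, adjusted p = 0.0329) and is named after its values were seen. It lost the call without replicate 2 or 3 of CG1, DW1 replicate 2 or DG1 replicate 3, with adjusted p = 0.0285 to 0.082 over the single libraries left out. edgeR gave 2 DEGs, 0 higher and 2 lower in DG1, with 4,679 genes at an unadjusted p under 0.05. The count was 0 without CG1 replicate 2 or DG1 replicate 3, 1 without CW1 replicate 2, replicate 1 or 3 of CG1 or DW1 replicate 1, 4 without DW1 replicate 3, 5 without DG1 replicate 1 and 26 without DG1 replicate 2. DESeq2 gave 806 DEGs, 312 higher and 494 lower in DG1, and limma-trend on log2(TPM + 1) gave 37. A contrast added after the data were seen, of G1 against W1 averaged over control and drought, found 379 genes, 216 higher and 163 lower in G1.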

From these results, we further compared the differences (in DEGs) between the cultivar G1 and W1. 

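In droughted G1 leaves the sugar transporter gene SWEET14 and members of the heat shock and LEA lists rose, and many genes of the cell cycle and cell wall lists fell. The sugar transporter SWEET14 (DN14396_c1_g3) rose from 1.02 ± 0.535 to 51.0 ± 17.4 TPM (log2 fold change 5.69 ± 0.50, adjusted p = 0.000624). A stromal HSP70 chaperone (DN13717_c0_g5) rose to 26.7 ± 6.46 TPM (log2 fold change 2.17 ± 0.18, adjusted p = 0.000624), as did the autophagy gene ATG8G (DN14955_c1_g3, log2 fold change 2.48 ± 0.22, adjusted p = 0.000624) and the oxygenase-like At1g06620 (DN18152_c0_g1, log2 fold change 2.93 ± 0.28, adjusted p = 0.000624). A DnaJ co-chaperone (DNAJB4, DN16992_c0_g2) rose by 5.08 ± 0.48 on the log2 scale (adjusted p = 0.000624), and although its best SwissProt hit is a vertebrate protein it was raised in all 3 DG1 libraries. Among the falling genes were the XTH DN13462_c0_g3, from 109 ± 17.9 to 5.37 ± 1.73 TPM (log2 fold change -4.31 ± 0.26, adjusted p = 0.000119), a lamin-like gene (DN12977_c1_g1, log2 fold change -2.75 ± 0.24, adjusted p = 0.000624) and the secretory carrier protein SCAMP1 (DN13865_c0_g5, adjusted p = 0.000624). A glucan 1,3-beta-glucosidase precursor (DN15997_c1_g3, log2 fold change -4.25 ± 0.39, adjusted p = 0.000624), a DC2.15-like gene (DN16823_c0_g6, log2 fold change -4.06 ± 0.38, adjusted p = 0.000624), the receptor kinase-like At5g58300 (DN15340_c1_g5, log2 fold change -2.58 ± 0.24, adjusted p = 0.000624) and the plastid gene matK (DN14525_c0_g8, log2 fold change -4.28 ± 0.42, adjusted p = 0.000755) fell with them. Heat shock proteins had 29 of 93 members rising and 8 falling (31 and 12 adjusted over the list alone). The set test called the list higher in DG1 (adjusted p = 0.00683, and adjusted p = 0.438 with an estimated correlation; interaction adjusted p = 0.0427 with all libraries and 0.215 without DG1 replicate 1). The small heat shock protein (DN16624_c0_g3, log2 fold change 3.59 ± 0.61, adjusted p = 0.00352) rose strongly and the cytosolic HSC80 (DN13359_c0_g4, log2 fold change 0.92 ± 0.22, adjusted p = 0.0129) mildly. The rising count was 12 without CG1 replicate 3, 14 without CG1 replicate 2, 17 without CG1 replicate 1 and 19 without replicate 1 or 3 of DG1, and the falling count 2 without DG1 replicate 3 and 3 without replicate 2 or 3 of CG1 or DG1 replicate 2. LEA proteins and dehydrins, which protect cells that lose water, had 3 of 9 members rising, among them LEA18 (DN16504_c0_g2, log2 fold change 6.77 ± 1.52, adjusted p = 0.0109) and GMPM1 (DN5430_c0_g1, log2 fold change 5.71 ± 1.18, adjusted p = 0.00765), and 0 falling (4 and 0 adjusted over the list alone). That list was called higher in DG1 (adjusted p = 0.0186, and adjusted p = 0.445 with an estimated correlation; higher in DW1 with adjusted p = 0.00468; interaction adjusted p = 0.935). In proline metabolism 2 of 7 members rose and 1 fell (3 and 1 adjusted over the list alone), and ornithine aminotransferase (OAT, DN21109_c0_g5) had log2 fold change 0.74 ± 0.16, adjusted p = 0.00895. The proline list had a rising count of 1 without replicate 2 or 3 of CG1 or DG1 replicate 1 and a falling count of 0 without CG1 replicate 3 or DG1 replicate 1. Cell cycle and histone genes fell, 26 of 38 with 1 rising (27 and 2 adjusted over the list alone, set test adjusted p = 5.74e-08, and adjusted p = 0.445 with an estimated correlation; lower in DW1 with adjusted p = 1.05e-11; interaction adjusted p = 0.429). Histones HIS2B (DN13558_c0_g1) and H14 (DN13177_c0_g3) fell (log2 fold changes -2.28 and -2.28), while an H2A variant (DN20561_c0_g2) rose (0.90). In the summed TPM of genes for cell wall loosening and synthesis, DW1 replicate 1 stood apart from the other drought libraries, by 0.705 of their range. The set test called this list lower in DW1 (adjusted p = 0.00821, and 0.551 with an estimated correlation). For the interaction it gave adjusted p = 0.000973, and 0.731 with an estimated correlation. In DG1 37 of its 114 tested members fell and 7 rose (38 and 8 adjusted over the list alone, set test adjusted p = 8.15e-05, and adjusted p = 0.457 with an estimated correlation). Members of marker lists, which were picked by words in the annotation, fell in the same comparison. For secondary wall and vascular markers 12 of 32 fell and 0 rose (set test adjusted p = 0.0227, and adjusted p = 0.6 with an estimated correlation). The set test called that list lower in DW1 (adjusted p = 0.0384), with an interaction adjusted p = 0.194. For guard cell and epidermis markers 16 of 75 fell and 5 rose (set test adjusted p = 0.00438, and adjusted p = 0.445 with an estimated correlation). The set test called this list lower in DW1 too (adjusted p = 0.00966), with an interaction adjusted p = 0.267. Of 81 housekeeping genes 29 fell and 6 rose (set test adjusted p = 0.000747, and adjusted p = 0.474 with an estimated correlation). The housekeeping list was called lower in DW1 by the set test (adjusted p = 0.000117), with an interaction adjusted p = 0.339. Cellulose synthase CESA2 (DN16945_c2_g2, -2.23) and pectin methylesterase PMEU1 (DN18657_c1_g2, -2.54) fell, and cellulose synthase-like CSLG2 (DN21412_c0_g1, 2.75) rose. Falling counts were 16 without DG1 replicate 3 for the cell cycle list and 24 without DG1 replicate 3 for the cell wall list, whose rising count was 3 without CG1 replicate 3 and 4 without CG1 replicate 2. Altogether 2,614 genes were DEGs in G1, 1,210 higher and 1,404 lower in DG1. Of the rising DEGs 232 had a vertebrate best hit, against 35 of the falling ones, and 247 rising DEGs stood in replicate 1 of DG1 at 5 or more times the level of every other library. The total was 1,654 without CG1 replicate 3 and 1,740 without DG1 replicate 1. Rising DEGs numbered 564 without CG1 replicate 3 and 609 without DG1 replicate 1, and were next fewest without CG1 replicate 2. The balance turned without DG1 replicate 3, with 1,197 higher and 882 lower in DG1. With any other single library left out, more DEGs fell than rose.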

We identified 2,909 (1,369 upregulated and 1,540 downregulated) DEGs in the cultivar G1 (DG1_CG1).

Clustering analysis of the DEGs of the DG1_DW1 experimental comparison showed that, after drought stress exposure, DEGs were grouped into 10 clusters, and more DEGs were downregulated than upregulated (**Figure 3A**). Additionally, analysis of the log_2_(FC) of these DEGs showed that the highest −log_10_ (Pvalue) was noted in the upregulated DEGs than downregulated DEGs (**Figure 3B**). Furthermore, a greater number of drought-responsive DEGs were observed in the G1 than in W1, and there were 1,764 specific DEGs, which were the specific drought-responsive DEGs of cultivar G1 (**Figure 3C**), and further research can be conducted on them.

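Among the genes higher in DG1 than in DW1, the smallest adjusted p belonged to DN16564_c0_g1 (log2 fold change 4.49, adjusted p = 0.0551), which was chosen after its values were seen. It passed the test without DG1 replicate 2 alone, and its adjusted p = 0.0397 to 0.177 over the single libraries left out. Genes lower in DG1 had smaller values, and the lowest was that of the unannotated DN18318_c0_g1.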

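Most DEGs of G1 alone had a change of the same sign in W1 leaves. In W1, SWEET14 (3.38 ± 0.44, adjusted p = 0.0187, log2 fold change ± standard error), the plasma membrane proton pump gene LHA1 (DN20784_c0_g7, 2.60 ± 0.32, adjusted p = 0.0187), EO (DN19352_c0_g1, 2.05 ± 0.24, adjusted p = 0.0175), a protein phosphatase 2C (DN16436_c0_g1, 2.73 ± 0.35, adjusted p = 0.0187) and the chaperone-type MED37C (DN14403_c0_g2, 2.51 ± 0.33, adjusted p = 0.0238) rose. So did an aspartate racemase-like gene (DN21152_c1_g3, 2.59 ± 0.35, adjusted p = 0.0247). The plastid transcripts rps3 (DN21156_c0_g3, -2.75 ± 0.33, adjusted p = 0.0175) and matK (-2.73 ± 0.39, adjusted p = 0.0256), the iron superoxide dismutase FSD2 (DN16824_c0_g1, -2.61 ± 0.34, adjusted p = 0.0187), the chloroplast thioredoxin CITRX1 (DN15247_c0_g1, -2.09 ± 0.31, adjusted p = 0.0258), LA1 (DN17532_c1_g1, -3.97 ± 0.59, adjusted p = 0.0258) and the glucan 1,3-beta-glucosidase precursor DN15997_c1_g3 (-2.52 ± 0.36, adjusted p = 0.0255) fell. All 16 W1 genes chosen by rule lost the call without CW1 replicate 1 (adjusted p up to 0.0883) and without CW1 replicate 2 (up to 0.14), 15 without DW1 replicate 2 (up to 0.0917), 4 without DW1 replicate 3 (up to 0.0804) and 2 without CG1 replicate 3 (up to 0.0508). TIF3B1 (DN16215_c1_g3) is also among the 16, with adjusted p = 0.0843 without CW1 replicate 1. Cell cycle and histone genes fell in W1 too, 10 of 38 with 0 rising (23 and 0 adjusted over the list alone). As a set they were called lower in DW1 (adjusted p = 1.05e-11, and adjusted p = 0.376 with an estimated correlation; interaction adjusted p = 0.429). Their count was 0 without replicate 1 or 2 of CW1, CG1 replicate 3, replicate 2 or 3 of DW1 or replicate 2 or 3 of DG1, 1 without CG1 replicate 2 and 22 without DW1 replicate 1. W1 had 169 DEGs, 87 higher and 82 lower in DW1, and 131 were shared with G1, 64 rising in both and 66 falling in both, against 3.61 and 3.95 by chance. That left 2,483 DEGs of G1 alone, 266 of them with a vertebrate best hit, a number that was 33 without DG1 replicate 1. In W1 2,214 of these (89.2%) had a change of the same sign. Of them 3 passed the test of a difference between the cultivars' responses, which called 4 genes in all and 2,769 at an unadjusted p under 0.05. The genes called were the XTH DN13462_c0_g3 (interaction log2 fold change -2.94 ± 0.33, adjusted p = 0.023), the unannotated DN18318_c0_g1 (-3.45, adjusted p = 0.023), DN17938_c1_g4 of unknown function (-5.58, adjusted p = 0.0465) and the HARBI1-like DN20045_c1_g2 (-5.99 ± 0.61, adjusted p = 0.023), where DN18318_c0_g1 and DN17938_c1_g4 were chosen after their values were seen. Each of the 4 lost this call without replicate 1, 2 or 3 of CW1, replicate 2 or 3 of CG1 or DG1 replicate 2 (adjusted p up to 0.233), and some without replicate 1, 2 or 3 of DW1 or DG1 replicate 3. The interaction count was 0 without replicate 1, 2 or 3 of CW1, replicate 2 or 3 of CG1 or DG1 replicate 2, 2 without DW1 replicate 2, 8 without DG1 replicate 1 and 308 without CG1 replicate 1, and DESeq2 gave 335. The W1 count was 0 without CW1 replicate 2, 1 without CW1 replicate 1, 4 without DW1 replicate 2, 33 without CG1 replicate 3, 39 without DG1 replicate 3, 43 without CG1 replicate 2, 54 without DW1 replicate 3, 62 without DG1 replicate 2 and 834 without DW1 replicate 1, with 986 in DESeq2. Its balance moved too: 239 were higher and 595 lower without DW1 replicate 1, 71 and 126 without CW1 replicate 3, and 46 and 8 without DW1 replicate 3. The count of DEGs of G1 alone was 1,580 without DG1 replicate 1 and 1,627 without CG1 replicate 3.

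**Figure D2:**
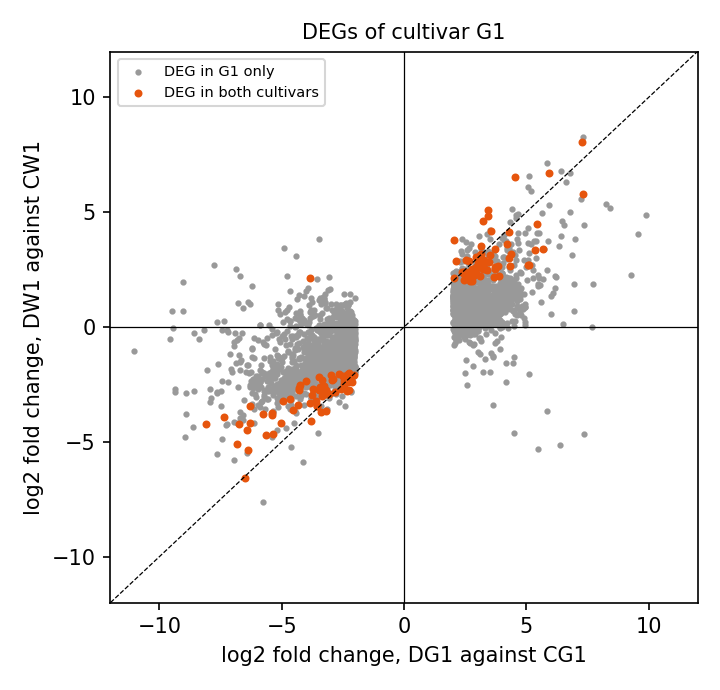
Log2 fold change under drought in W1 (y axis) against that in G1 (x axis) for the 2,614 DEGs of G1, with the 131 that are DEGs in both cultivars marked. Most points share a sign, and all were selected for a change of at least 4-fold in G1.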

**Figure 3:**
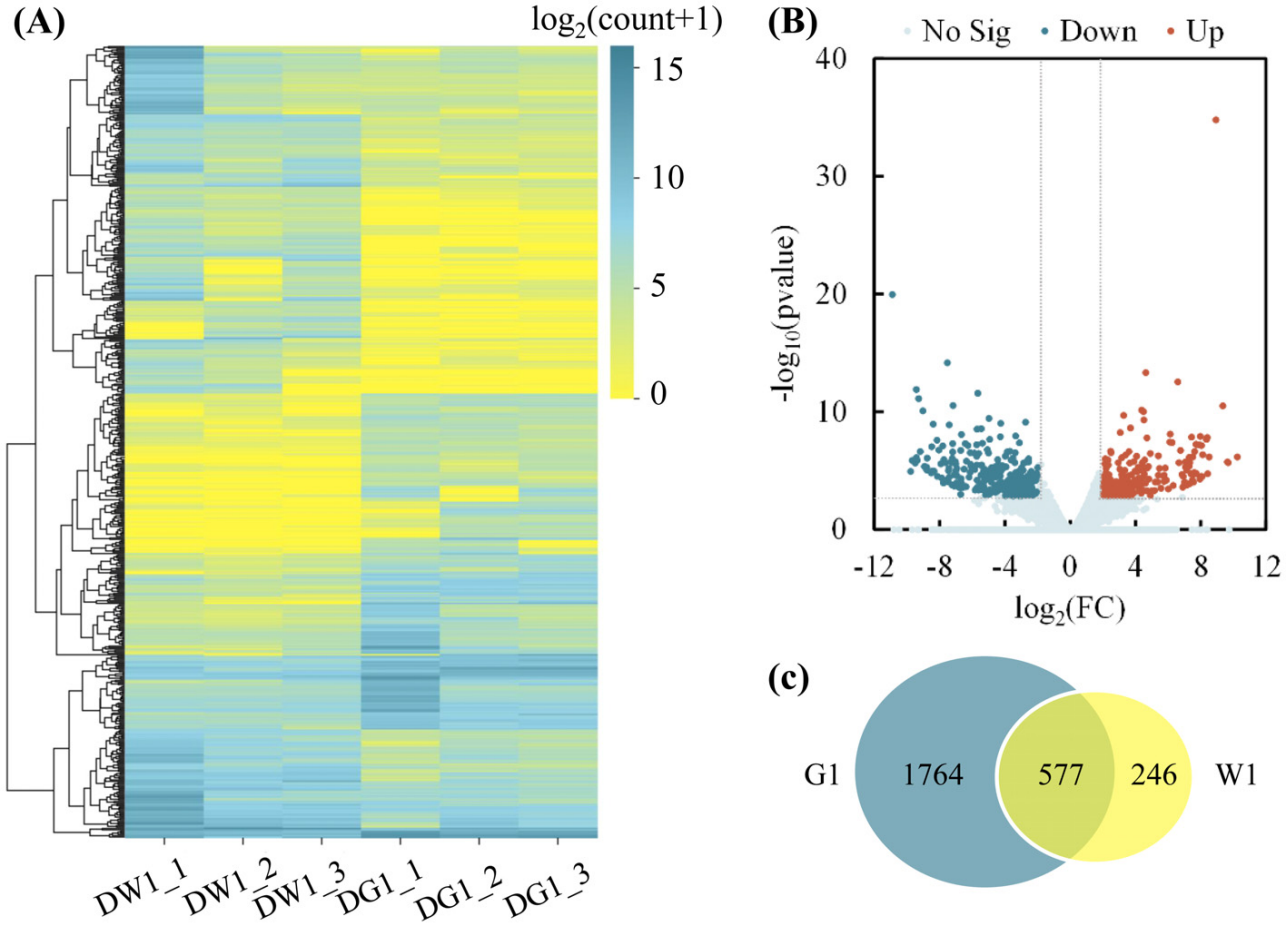
Clustering analysis of differentially expressed genes (DEGs) and number of DEGs in G1 and W1. **(A)** Clustering analysis of DEGs in two *C. pilosula* cultivars after drought stress treatment (DG1_DW1). The x-axis represents different samples. DW1_1, DW1_2, and DW1_3 refer to the three replicates of W1 drought-stressed; DG1_1, DG1_2, and DG1_3 refer to the three replicates of the G1 drought-stressed; and the y-axis represents the differential genes expressed. The scale bar indicates the DEG expression levels. The bluer the color, the higher the expression, whereas the yellower the color, the lower the expression. **(B)** Volcano plot showing the (log_2_FC, −log_10_FDR) expression of the DEGs in the DG1_DW1 experimental comparison. **(C)** Number of DEGs in drought-stressed W1 and G1 seedlings. The overlapping section of the Venn diagram shows the DEGs common to G1 and W1 seedlings after drought stress.

### 3.4 KEGG analysis of DEGs related to *C*. *pilosula* response to drought stress

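The largest single group in Table S5 is that of the ribosome. Of its 73 genes, 58 were DEGs higher in DG1 and 7 lower (65 and 8 adjusted over the list alone). The genes of Table S5 were chosen on these same libraries, so their direction is not independent evidence. Of the 65 with a positive change, 64 had a vertebrate best hit and 64 stood in replicate 1 of DG1 at 5 or more times the level of every other library. Their median was 197 TPM there and 2.02 to 7.98 TPM in the other libraries, and 3 of them were above every CG1 library in both replicates 2 and 3 of DG1. The number of ribosome DEGs was 4 without DG1 replicate 1, 5 without CG1 replicate 1, 6 without replicate 2 or 3 of CG1, 16 without CW1 replicate 2, 17 without CW1 replicate 3, 21 without CW1 replicate 1, 23 without DW1 replicate 2 and 25 without DW1 replicate 3. The DESeq2 Wald test gave 10. Genes whose best hit is an alga moved in the same way, with 27 of 40 rising and 0 falling (34 and 0 adjusted over the list alone, set test adjusted p = 8.15e-05, and adjusted p = 0.6 with an estimated correlation, and adjusted p = 0.0479 without DG1 replicate 1; interaction adjusted p = 0.000353 with all libraries and 0.442 without DG1 replicate 1). So did genes with a best hit in mosses, liverworts or lycophytes, 18 of 31 rising and 0 falling (26 and 0 adjusted over the list alone, set test adjusted p = 0.000382, and adjusted p = 0.6 with an estimated correlation, and adjusted p = 0.131 without DG1 replicate 1; interaction adjusted p = 0.00146 with all libraries and 0.215 without DG1 replicate 1). The rising count of the algal list was 0 without replicate 2 or 3 of CG1 or DG1 replicate 1, 3 without CG1 replicate 1, 8 without DW1 replicate 2 and 9 without replicate 1, 2 or 3 of CW1 or DW1 replicate 3. For the moss list it was 0 without replicate 1, 2 or 3 of CG1 or DG1 replicate 1, 3 without CW1 replicate 2, 5 without CW1 replicate 3, 6 without CW1 replicate 1, 8 without DW1 replicate 2 and 10 without DW1 replicate 3. The copy of Table S5 used here lists 459 genes in 84 pathways, and no enrichment test was run on it.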

We conducted KEGG enrichment analysis on the 1,764 genes obtained above, and the results indicated that these genes were enriched in 84 KEGG pathways (**Supplementary Table S5**). The enrichment bubble plot (**Figure 4A**) for the top 20 metabolic pathways, as well as the heatmap (**Figure 4B**) showing the correlation between metabolic pathways and *C*. *pilosula* cultivars, revealed that the pathways related to plant stress resistance, such as starch and sucrose metabolism, plant hormone signal transduction, and glutathione metabolism pathway, were significantly positively correlated with the *C*. *pilosula* cultivars, indicating their involvement in the drought response of *C*. *pilosula*. Therefore, we conducted further analysis on the DEGs within these pathways.

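In the starch and sucrose and glutathione pathways, genes abundant in droughted W1 leaves were also abundant in droughted G1 leaves. Hormone genes matched less in the pair of DG1 replicate 1 and DW1 replicate 1. Across the 25 starch and sucrose genes, Pearson r of TPM between DG1 and DW1 libraries of the same number was 0.974, 0.979 and 0.986. It was 0.764, 0.974 and 0.995 across the hormone genes and 0.908, 0.914 and 0.966 across the 17 glutathione genes. For the ribosome genes the pair with replicate 1 of DG1 had r = -0.134 and the others 0.987 and 0.990. That pair had r = 0.0335 on log2(TPM + 1) and a Spearman correlation of 0.470 for the ribosome genes. The values were 0.481 and 0.567 for the hormone genes, 0.818 and 0.686 for starch and sucrose, and 0.844 and 0.890 for glutathione. These values are taken across genes, which are not independent replicates, and were put to no test. Libraries of equal number are not pairs of plants. For the hormone genes the values do not show which library of the pair lowered r.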

**Figure 4:**
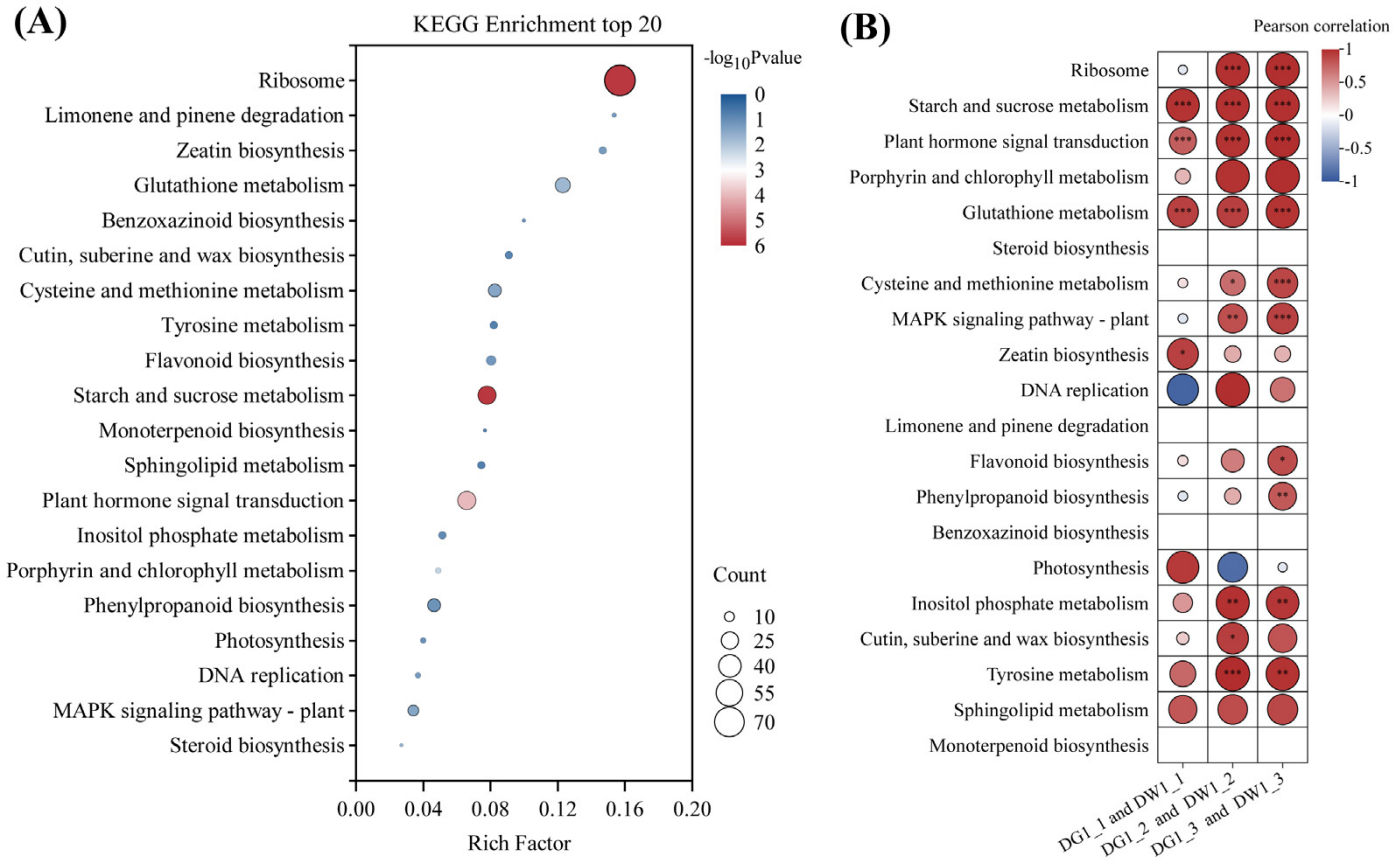
KEGG pathway enrichment and the Pearson correlation analysis of the DEGs of *C. pilosula* seedlings response to drought stress. **(A)** KEGG enrichment top 20 pathways of the DEGs. **(B)** Pearson correlation analysis of the DEGs. In the pathways of steroid biosynthesis, limonene and pinene degradation, benzoxazinoid biosynthesis, and monoterpenoid biosynthesis, fewer than three differentially expressed genes were enriched; hence, Pearson correlation analysis was not conducted. '*' indicates significance at the level of P < 0.05; '**' indicates significance at the level of P < 0.01; '***' indicates significance at the level of P < 0.001.

Statistical analysis was conducted on the DEGs of starch and sucrose metabolism pathways (map00500) under drought stress (**Figure 5A**). 

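Single genes of starch breakdown and sucrose synthesis rose in droughted G1 leaves. The alpha-amylase AMY1.1 (DN17806_c1_g2) rose (log2 fold change 3.23 ± 0.82, adjusted p = 0.0178; adjusted p = 0.0662 without CG1 replicate 2 and 0.0643 without CG1 replicate 3, and 0.00804 to 0.0662 over the single libraries left out), as did the starch synthesis gene AGPS1 (DN16368_c0_g2, log2 fold change 2.36 ± 0.53, adjusted p = 0.0106). Starch synthase SS4 (DN16219_c0_g1) fell from 16.5 ± 4.59 to 2.08 ± 1.83 TPM (log2 fold change -3.29 ± 0.55, adjusted p = 0.00331). In the list for starch breakdown 9 of 37 members rose and 1 fell (11 and 3 adjusted over the list alone), among them AMY2 (DN19485_c0_g2, log2 fold change 1.45 ± 0.27, adjusted p = 0.00504), and the list also holds IQM3 and CRR21, which are not starch enzymes. The falling count was 0 without replicate 2 or 3 of CW1, replicate 2 or 3 of CG1, replicate 1, 2 or 3 of DW1 or replicate 1 or 3 of DG1, 2 without CG1 replicate 1 and 3 without DG1 replicate 2. In starch synthesis 4 of 25 rose and 1 fell (4 and 1 adjusted over the list alone), with the rising count 1 without replicate 2 or 3 of CG1 or replicate 2 or 3 of DG1 and 2 without CG1 replicate 1 and the falling count 2 without CG1 replicate 1. Sucrose and fructan metabolism had 8 of 39 rising and 2 falling (9 and 3 adjusted over the list alone). Sucrose synthase SUS2 (DN18770_c2_g1, log2 fold change 2.49 ± 0.36, adjusted p = 0.00197) and the sucrose phosphate synthases SPS1 (DN18229_c0_g1, log2 fold change 1.86 ± 0.24, adjusted p = 0.00138) and SPS4 (DN20176_c0_g3, log2 fold change 1.89 ± 0.45, adjusted p = 0.0135) rose. The neutral invertase CINV2 (DN16565_c1_g1, log2 fold change -1.22 ± 0.21, adjusted p = 0.00343) fell. The sucrose list had a falling count of 1 without replicate 1, 2 or 3 of CW1, replicate 2 or 3 of CG1, replicate 2 or 3 of DW1 or replicate 1, 2 or 3 of DG1 and 4 without CG1 replicate 1. For raffinose and trehalose 7 of 31 rose and 3 fell (7 and 3 adjusted over the list alone), with galactinol synthase GOLS2 (DN17550_c0_g4, log2 fold change 3.37 ± 0.64, adjusted p = 0.0053) and trehalose phosphate synthase TPS5 (DN18932_c0_g2, log2 fold change 1.61 ± 0.19, adjusted p = 0.00105) among the rising. Here the rising count was 2 without replicate 2 or 3 of CG1 and 4 without DG1 replicate 1 and the falling count 1 without replicate 2 or 3 of CG1 or DG1 replicate 3. Its members At3g27390 and a gene with a cyclic nucleotide-binding domain are not known enzymes of these sugars. None of these lists was called by the set test in G1. In W1 it called sucrose and fructan metabolism (adjusted p = 0.00341, and adjusted p = 0.376 with an estimated correlation, interaction adjusted p = 0.341) and starch breakdown (adjusted p = 0.0307, and adjusted p = 0.376 with an estimated correlation, interaction adjusted p = 0.919) higher in DW1. Of the 25 genes that Table S5 lists for this pathway, 6 were DEGs higher in DG1, 12 lower, and 7 did not pass the test (10 and 15 adjusted over the list alone). The study chose them on these libraries, so their direction is no independent evidence. In W1 edgeR called 0 of these genes, DESeq2 9 and limma-trend 0, and 12 had an unadjusted p under 0.05 (3 higher and 7 lower adjusted over the list alone).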

The results showed that under drought stress, there were a total of 25 DEGs (10 upregulated and 15 downregulated). 

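Beta-amylase BAM1 (DN14349_c0_g4), which releases maltose from starch in the chloroplast, rose in G1 from 52.8 ± 5.54 to 305 ± 23.3 TPM (log2 fold change 2.52 ± 0.39, adjusted p = 0.00251). In W1 it went from 46.4 ± 4.00 to 140.4 ± 83.4 TPM (log2 fold change 1.70 ± 0.38, adjusted p = 0.0529). The pfkB-type sugar kinase DN17205_c1_g5 (log2 fold change 2.00 ± 0.42, adjusted p = 0.00796) rose in G1. Hexokinase-3 (DN15779_c0_g2, log2 fold change -2.32 ± 0.38, adjusted p = 0.00306) fell, and glucan endo-1,3-beta-glucosidase A6 (DN16422_c0_g3), a callose-degrading enzyme, fell from 33.0 ± 2.59 to 2.10 ± 0.853 TPM (log2 fold change -3.98 ± 0.72, adjusted p = 0.00438). Of the O-glycosyl hydrolases, At1g11820 (DN17456_c0_g1, log2 fold change -2.40 ± 0.30, adjusted p = 0.00127), At4g29360 (DN18311_c0_g3, log2 fold change -3.67 ± 0.62, adjusted p = 0.00341) and At2g01630 (DN19278_c1_g1, log2 fold change -3.47 ± 0.54, adjusted p = 0.00252) fell. In the list of beta-1,3-glucanases 21 of 43 members fell and 2 rose (23 and 3 adjusted over the list alone). The set test called it lower in DG1 (adjusted p = 8.15e-05, and adjusted p = 0.362 with an estimated correlation) and in DW1 (0.00738 and 0.376). For the interaction it gave adjusted p = 0.00101, and 0.634 with an estimated correlation, and 0 of the 43 members passed that test singly. Further falling members were PDCB2 (DN17272_c0_g1, log2 fold change -3.94 ± 0.67, adjusted p = 0.00352), a callose-binding protein, and At1g32860 (DN15606_c0_g3, log2 fold change -1.63 ± 0.30, adjusted p = 0.00451). The glucanase list had a rising count of 1 without replicate 1 or 2 of CW1, CG1 replicate 3 or replicate 1 or 3 of DG1.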

The up/downregulated genes included beta-amylase 1 (*BAM1*), pfkB-like carbohydrate kinase family, glucan endo-1,3-beta-glucosidase A6, hexokinase, and O- glycosyl hydrolases family. These genes are primarily involved in the metabolism of starch, sucrose, and cell walls in plants, making them important genes related to carbohydrate metabolism, which can rapidly respond under drought conditions, enhancing the energy metabolism of *C*. *pilosula* seedlings, thereby helping the plant resist drought stress.

**Figure 5:**
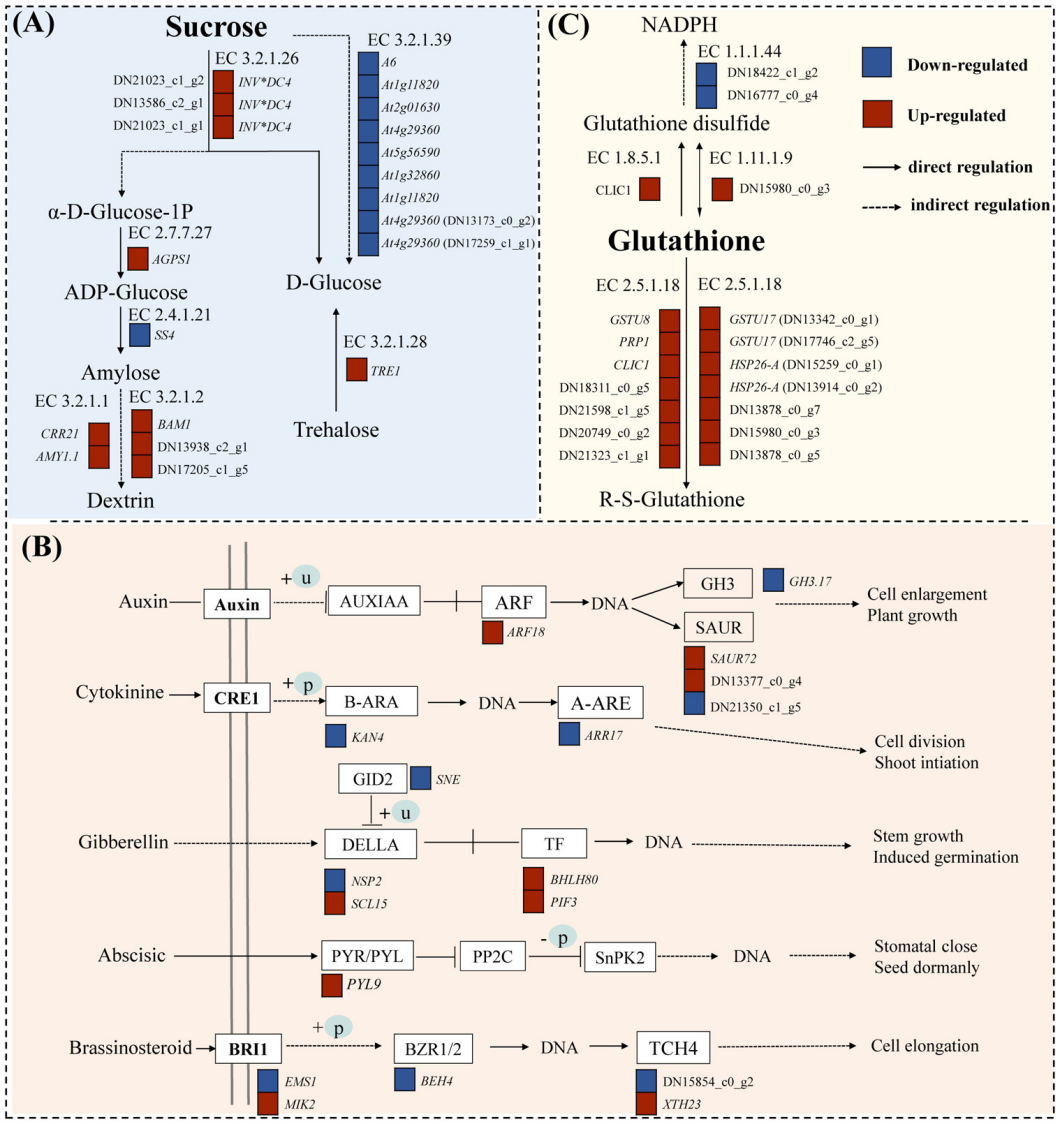
DEG pathway map of *C. pilosula* seedlings response to drought stress. **(A)** Starch and sucrose metabolism pathways. **(B)** Plant hormone signal transduction pathways. **(C)** Glutathione metabolism pathway.

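Hormone genes moved in both directions in droughted G1 leaves: auxin and jasmonate members rose and fell, and ethylene members rose. Of the auxin genes 8 of 74 rose and 8 fell (8 and 8 adjusted over the list alone). SAUR72 (DN12270_c0_g1, log2 fold change 2.52 ± 0.48, adjusted p = 0.00559), SAUR32 (DN17388_c0_g1, log2 fold change 1.81 ± 0.25, adjusted p = 0.00175) and the auxin response factors ARF22 (DN21560_c1_g2, log2 fold change 1.71 ± 0.19, adjusted p = 0.000852) and ARF10 (DN21560_c0_g1, log2 fold change 1.22 ± 0.19, adjusted p = 0.00277) rose. The repressor IAA13 (DN14906_c1_g2, log2 fold change -3.09 ± 0.73, adjusted p = 0.0132) and the auxin-conjugating GH3.6 (DN13853_c1_g5, log2 fold change -3.78 ± 0.71, adjusted p = 0.00521) fell. The auxin list had a rising count of 5 without replicate 2 or 3 of CG1. In the ethylene pathway 9 of 27 rose and 0 fell (10 and 0 adjusted over the list alone). The set test called the list higher in DG1 (adjusted p = 0.00438, and adjusted p = 0.445 with an estimated correlation; higher in DW1 with adjusted p = 0.0207; interaction adjusted p = 0.0991). Its members include the transcription factor EIN3 (DN19795_c0_g1, log2 fold change 0.96 ± 0.24, adjusted p = 0.0156; adjusted p = 0.0105 to 0.0589 over the single libraries left out, with the call changed without replicate 1 or 3 of CG1). The ethylene list had a rising count of 4 without CG1 replicate 3. Jasmonate genes had 6 of 43 rising and 3 falling (6 and 3 adjusted over the list alone), with the lipoxygenase LOX1.5 (DN19061_c0_g1, log2 fold change 2.11 ± 0.23, adjusted p = 0.000852) up and the signalling repressor TIFY11B (DN20870_c0_g1) down from 268 ± 222 to 10.8 ± 4.21 TPM (log2 fold change -4.77 ± 0.96, adjusted p = 0.00697). The jasmonate list had a rising count of 1 without CG1 replicate 3, 2 without CG1 replicate 2 or DG1 replicate 1 and 3 without CG1 replicate 1. Falling members numbered 1 without replicate 2 or 3 of CG1 and 6 without CG1 replicate 1. Neither the auxin nor the jasmonate list was called by the set test in G1. In W1 the auxin list was called lower in DW1 (adjusted p = 0.0145, and adjusted p = 0.548 with an estimated correlation, interaction adjusted p = 0.0646 with all libraries and 0.00208 without DG1 replicate 1). Of the 25 hormone genes in Table S5, which the study chose on these libraries, 24 were tested, 7 were DEGs higher in DG1 and 11 lower, and 4 did not pass the test (9 and 14 adjusted over the list alone). The number of DEGs among them was 11 without DG1 replicate 1. In W1 edgeR called 1 of them, PIF3, against 6 in DESeq2 and 1 in limma-trend (4 higher and 2 lower adjusted over the list alone).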

A total of 25 DEGs (9 up- and 16 downregulated) were identified as involved in plant hormone signal transduction (map04075) (**Figure 5B**). 

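The abscisic acid (ABA) receptor gene PYL9 (DN15855_c0_g2) rose in G1 from 46.6 ± 31.1 to 225 ± 44.9 TPM (log2 fold change 2.28 ± 0.35, adjusted p = 0.00248). In W1 it went from 106 ± 19.7 to 169 ± 22.0 TPM (log2 fold change 0.79 ± 0.34, adjusted p = 0.212), and the test of a difference between the cultivars' responses gave an adjusted p = 0.41. The ABA-induced phosphatase gene At2g29380 (DN14062_c0_g4) rose from 10.6 ± 5.72 to 211 ± 17.9 TPM (log2 fold change 4.39 ± 0.39, adjusted p = 0.000624), and PP2CA (DN16290_c0_g3), a negative regulator of ABA signalling, rose with it (log2 fold change 1.80 ± 0.39, adjusted p = 0.00944). XERICO (DN20014_c0_g1), a RING protein that raises ABA levels in Arabidopsis, went from 18.0 ± 5.98 to 258 ± 38.4 TPM (log2 fold change 3.90 ± 0.27, adjusted p = 0.000266). In W1 the log2 fold changes were 3.19 ± 0.37, adjusted p = 0.0175 for At2g29380, 2.61 ± 0.40, adjusted p = 0.0262 for PP2CA and 2.21 ± 0.25, adjusted p = 0.0175 for XERICO. Other receptors fell in G1: PYL8 (DN15855_c0_g3, log2 fold change -1.03 ± 0.21, adjusted p = 0.00662) and PYL4 (DN14705_c0_g7, log2 fold change -2.03 ± 0.31, adjusted p = 0.0025). PYL4 was also a falling DEG in W1. That call was lost without CW1 replicate 1 (adjusted p = 0.0747), CW1 replicate 2 (0.14) or DW1 replicate 2 (0.0917). Of the core ABA signalling genes 14 of 30 rose and 2 fell (17 and 2 adjusted over the list alone). The set test called the list higher in DG1 (adjusted p = 0.000122, and adjusted p = 0.277 with an estimated correlation) and in DW1 (0.0236 and 0.376). For the interaction it gave adjusted p = 0.00123, and 0.273 with an estimated correlation, and 0 of the 30 members passed that test singly. Among the genes of ABA synthesis and breakdown 3 of 14 rose, with the carotenoid dioxygenase CCD4 (DN21502_c0_g1, log2 fold change 1.91 ± 0.44, adjusted p = 0.012), and 0 fell (3 and 0 adjusted over the list alone). The core ABA list had a rising count of 9 without CG1 replicate 3. The ABA synthesis list had a rising count of 1 without CG1 replicate 3 and a falling count of 1 without CG1 replicate 1. The ABA synthesis list was not called by the set test in G1 (adjusted p = 0.11) and was called higher in DW1 (adjusted p = 0.0307, and adjusted p = 0.376 with an estimated correlation, interaction adjusted p = 0.919). At2g29380 in W1 had adjusted p = 0.0605 without CW1 replicate 1 and 0.131 without CW1 replicate 2, and 0.00791 to 0.131 over the single libraries left out. PP2CA in W1 had adjusted p = 0.0115 to 0.146 over the single libraries left out, with the call changed without replicate 1 or 2 of CW1, CG1 replicate 3 or DW1 replicate 2. XERICO in W1 had adjusted p = 0.0595 without CW1 replicate 1, 0.131 without CW1 replicate 2 and 0.0532 without DW1 replicate 2, and 0.00791 to 0.131 over the single libraries left out.

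**Figure D3:**
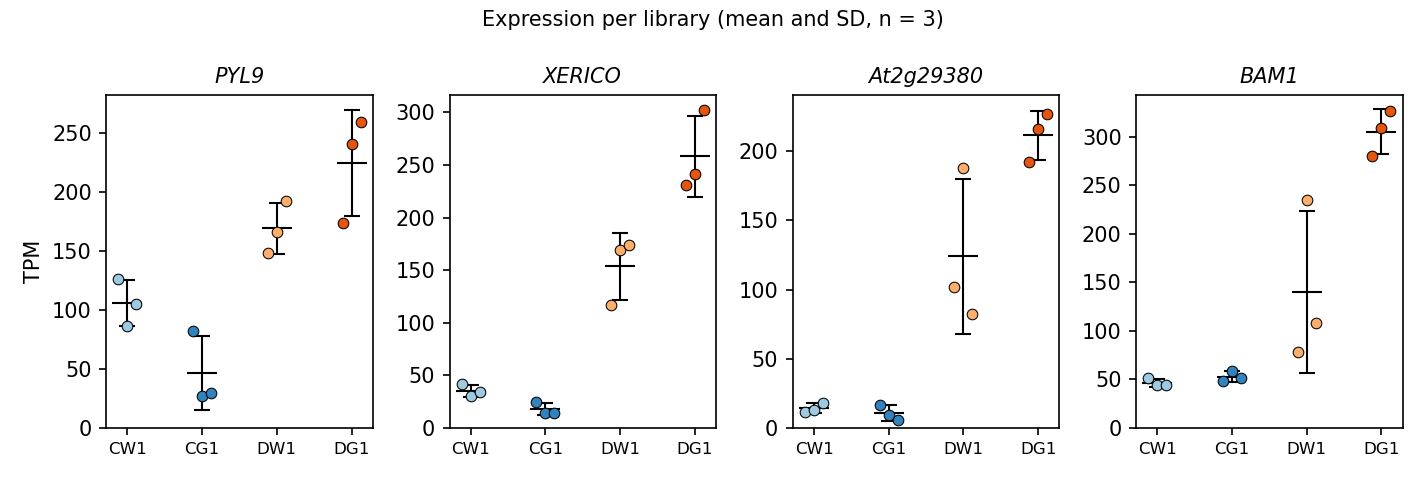
TPM of PYL9, XERICO, At2g29380 and BAM1 in each library of CW1, CG1, DW1 and DG1, with the group mean and SD. All 4 genes have their highest group mean in DG1.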

The regulatory component of ABA receptor3-like gene (*PYL9*) was significantly upregulated after drought treatment in cultivar G1, and this gene has been confirmed to potentially participate in the response of plants to drought and other stresses in tomatoes (Infantes et al., 2022). 

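The kinase gene SRF8 (DN21162_c1_g1) fell in droughted G1 leaves, from 42.3 ± 17.3 to 6.76 ± 1.86 TPM (log2 fold change -2.65 ± 0.39, adjusted p = 0.00221). In W1 it stood at 44.1 ± 19.6 TPM before and 15.8 ± 6.16 after drought (log2 fold change -1.45 ± 0.38, adjusted p = 0.0753).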

And, the NSP-interacting kinase (SRF8) may be related to the plant signaling pathways, particularly involved in the plant’s response to environmental stresses (Li et al., 2019b). In addition, we found many transcription factors related to plant stress resistance and growth development regulation in this pathway, such as transcription factor KAN4 (*KAN4*), BES1/BZR1-like protein 4 (*BEH4*), ethylene-responsive transcription factor 1B (*ERF1B*), and transcription factor PIF3 isoform X1 (*PIF3*). Therefore, those above genes can be used as candidate genes for the response of cultivar G1 of *C*. *pilosula* seedlings to drought stress.

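Of these regulators, PIF3 (DN18739_c1_g5), a bHLH factor of light signalling, rose in G1 from 18.4 ± 3.91 to 65.0 ± 9.85 TPM (log2 fold change 1.98 ± 0.25, adjusted p = 0.00127), and in W1 (1.97 ± 0.25, adjusted p = 0.0187). The leaf polarity factor KAN4 (DN15527_c1_g3) fell in G1 from 5.08 ± 1.98 to 0.557 ± 0.275 TPM (log2 fold change -3.11 ± 0.73, adjusted p = 0.0131). BEH4 (DN16089_c0_g1), of the brassinosteroid pathway, fell as well (log2 fold change -2.19 ± 0.53, adjusted p = 0.0152; adjusted p = 0.0585 without DG1 replicate 3, and 0.00194 to 0.0585 over the single libraries left out). ERF1B (DN17717_c1_g4), an ethylene response factor, fell from 8.50 ± 7.15 to 1.79 ± 1.22 TPM (log2 fold change -2.31 ± 0.75, adjusted p = 0.0454). Its call depended on single libraries (adjusted p = 0.0236 to 0.229 over the single libraries left out, with the call changed without replicate 1, 2 or 3 of CW1, replicate 2 or 3 of CG1, replicate 2 or 3 of DW1 or replicate 1, 2 or 3 of DG1). In W1 the log2 fold changes were -1.40 ± 0.68, adjusted p = 0.266 for KAN4, -0.70 ± 0.51, adjusted p = 0.465 for BEH4 and 0.36 ± 0.71, adjusted p = 0.817 for ERF1B. The W1 call of PIF3 had adjusted p = 0.00673 to 0.14 over the single libraries left out, with the call changed without replicate 1 or 2 of CW1 or DW1 replicate 2.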

Statistical analysis was conducted on differentially expressed genes in the glutathione metabolism pathway (map00480) under drought stress (**Figure 5C**). The results showed that there were total of 17 DGEs (2 up- and 15 downregulated). 

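Most glutathione genes of Table S5 were higher in droughted than in control G1 leaves. A glutathione S-transferase (DN21323_c1_g1) rose from 12.7 ± 1.29 to 62.4 ± 27.8 TPM (log2 fold change 2.85 ± 0.58, adjusted p = 0.00744), and its change in W1 was 1.23 ± 0.56, adjusted p = 0.235. Of the 17 genes 15 had a positive and 2 a negative change, and 12 were DEGs higher in DG1 and 1 lower (14 and 1 adjusted over the list alone). The falling DEG was the ALP1-like DN18422_c1_g2 (log2 fold change -2.73 ± 0.71, adjusted p = 0.0205; adjusted p = 0.0124 to 0.0786 over the single libraries left out, with the call changed without CG1 replicate 1 or replicate 1, 2 or 3 of DG1). Because the study chose these genes on the same libraries, their direction is not independent evidence. The number of DEGs was 5 without DG1 replicate 1 and 7 without CG1 replicate 3, and 1 of the genes, CLIC1 (DN13188_c3_g7, chosen after its values were seen), had a vertebrate best hit. In W1 edgeR called 0 of these genes, DESeq2 5 and limma-trend 0, and 8 had an unadjusted p under 0.05 (4 higher and 0 lower adjusted over the list alone). In the wider list of antioxidant enzymes 7 of 78 members rose and 9 fell (7 and 9 adjusted over the list alone), and the set test made no call. The peroxidases PER3 (DN21423_c0_g2, log2 fold change -2.87 ± 0.49, adjusted p = 0.00344) and PER63 (DN21114_c1_g5, log2 fold change -2.81 ± 0.62, adjusted p = 0.0101) and the chloroplast superoxide dismutases FSD2 (DN16824_c0_g1, log2 fold change -2.47 ± 0.34, adjusted p = 0.00166) and FSD3 (DN18702_c1_g3, log2 fold change -1.57 ± 0.28, adjusted p = 0.00436) fell. Among its rising members, RHB1A (DN18858_c0_g1, log2 fold change 1.08 ± 0.17, adjusted p = 0.0026) and At3g02290 (DN14083_c0_g3, log2 fold change 1.01 ± 0.17, adjusted p = 0.00363) are ubiquitin ligases rather than antioxidant enzymes. The antioxidant list had a rising count of 3 without CG1 replicate 2 or DG1 replicate 1 and 4 without CG1 replicate 3.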

A large number of glutathione S-transferase genes were found in this pathway, and these enzymes play an important role in the antioxidant and metabolic processes of plants, having been identified in multiple species (Kumar and Trivedi, 2018). Moreover, we found that GST_C domain-containing protein could be related to plant metabolism and stress resistance (Meng et al., 2023). These results indicated that the genes annotated in this pathway in our study were all involved in the resistance of cultivar G1 of *C*. *pilosula* seedlings to drought stress, helping the plant better adapt to environmental growth conditions.

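GSTU17 and other glutathione S-transferases, which couple glutathione to toxic compounds, rose in droughted G1 leaves. In the summed TPM of this family replicate 1 of DG1 stood apart from the other drought libraries, by 0.699 of their range. GSTU17 (DN13342_c0_g1) went from 64.2 ± 4.66 to 466 ± 90.3 TPM (log2 fold change 2.79 ± 0.34, adjusted p = 0.00116) and PRP1 (DN20437_c0_g2) from 9.45 ± 3.50 to 104 ± 29.8 (log2 fold change 3.38 ± 0.64, adjusted p = 0.00544). Of the whole family 21 of 65 members rose and 2 fell (21 and 2 adjusted over the list alone). The set test called it higher in DG1 (adjusted p = 0.00237, and adjusted p = 0.445 with an estimated correlation; interaction adjusted p = 0.00471 with all libraries and 0.0502 without DG1 replicate 1). In W1 the log2 fold changes of these genes were 1.23 ± 0.32, adjusted p = 0.0753 for GSTU17 and 1.72 ± 0.61, adjusted p = 0.141 for PRP1. The whole family had a rising count of 10 without CG1 replicate 3 and 12 without DG1 replicate 1. Falling members numbered 0 without replicate 2 or 3 of CG1 or DG1 replicate 3 and 1 without CG1 replicate 1 or DG1 replicate 1.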

### 3.5 The role of DEGs encoded transcription factors in drought resistance of *C*. *pilosula* seedlings

Research has shown that transcription factors play a key role in plant stress resistance (such as drought, salinity, and low temperature) primarily by regulating the expression of genes related to stress responses, thereby enhancing the plant’s adaptability. 

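Transcription factor genes of most families moved both ways in droughted G1 leaves, and ATHB-12 and ATHB-54 of the HD-Zip family rose. ATHB-12 (DN17111_c0_g9) went from 10.1 ± 3.44 to 194 ± 22.9 TPM (log2 fold change 4.29 ± 0.44, adjusted p = 0.000829) and ATHB-54 (DN13472_c1_g2) rose as well (log2 fold change 3.63 ± 0.35, adjusted p = 0.000624). HAT3 (DN17414_c0_g3, log2 fold change -3.08 ± 0.61, adjusted p = 0.00626) and ATHB-6 (DN20833_c0_g2, log2 fold change -2.02 ± 0.45, adjusted p = 0.0107) fell. Of the HD-Zip genes 4 of 31 rose and 6 fell (4 and 6 adjusted over the list alone). Among AP2/ERF genes 7 of 61 rose and 19 fell (8 and 23 adjusted over the list alone). As a set they were called lower in DG1 (adjusted p = 0.00609, and adjusted p = 0.336 with an estimated correlation). For the interaction the set test gave adjusted p = 0.0028, and 0.273 with an estimated correlation. Singly, 0 of the 61 members passed the interaction test (4 lower adjusted over the list alone). RAP2-3 (DN15422_c0_g1, log2 fold change 2.42 ± 0.37, adjusted p = 0.00242) rose, and the cytokinin response factor CRF4 (DN16635_c0_g3, log2 fold change -3.83 ± 0.71, adjusted p = 0.00504) and ERF4 (DN18964_c0_g3, log2 fold change -1.81 ± 0.40, adjusted p = 0.00983) fell. Mean ERF4 was 32.3 TPM in CW1, 245 in CG1, 60.3 in DW1 and 72.9 in DG1, so its fall began from a raised CG1 level. In W1 its log2 fold change was 1.00 ± 0.39 (adjusted p = 0.178). Among the controls, summed TPM was highest in CG1 replicate 2 for AP2/ERF genes (2,005, others 787 to 1,738). The same held for WRKY genes (1,983, others 426 to 1,369). Of the WRKY genes 9 of 49 rose and 10 fell (11 and 11 adjusted over the list alone), with the pathogen-responsive WRKY40 (DN12996_c0_g2) down from 344 ± 241 to 22.6 ± 7.06 TPM (log2 fold change -3.96 ± 0.76, adjusted p = 0.0055). Of the NAC genes 11 of 43 rose and 5 fell (13 and 8 adjusted over the list alone), with NAC078 (DN21493_c0_g5, 1.26 ± 0.21) up and NAC041 (DN15899_c0_g1, -5.64 ± 0.94) down. For MYB genes 10 of 53 rose and 8 fell (13 and 10 adjusted over the list alone), with MYB306 (DN15330_c1_g5, -1.92 ± 0.39) down. In the bHLH family 11 of 75 rose and 12 fell (11 and 13 adjusted over the list alone), and of bZIP genes 1 of 13 rose and 1 fell (1 and 1 adjusted over the list alone), BZIP9 (DN17713_c1_g1, 1.65) up and BZIP53 (DN13541_c0_g3, -1.56) down. The HD-Zip, WRKY, NAC, MYB, bHLH and bZIP lists were not called by the set test in G1. In W1 the NAC list (adjusted p = 0.00424, and adjusted p = 0.376 with an estimated correlation, interaction adjusted p = 0.275) and the WRKY list (adjusted p = 0.00738, and adjusted p = 0.548 with an estimated correlation, interaction adjusted p = 0.0804 with all libraries and 0.00366 without DG1 replicate 1) were called higher in DW1. Replicate 1 of DG1 stood apart from the other drought libraries in the summed TPM of WRKY genes, by 0.681 of their range. The AP2/ERF list had a rising count of 3 without CG1 replicate 2 and 4 without replicate 1 or 2 of CW1, CG1 replicate 3 or replicate 1 or 3 of DG1. The WRKY list had a rising count of 4 without replicate 2 or 3 of CG1 or DG1 replicate 1. Falling members numbered 3 without CG1 replicate 2 or replicate 2 or 3 of DG1 and 5 without CG1 replicate 3. The NAC list had a rising count of 5 without CG1 replicate 3 and 6 without DG1 replicate 1. Falling members numbered 1 without replicate 2 or 3 of CG1, 2 without replicate 1, 2 or 3 of DG1 and 8 without CG1 replicate 1. The MYB list had a rising count of 5 without CG1 replicate 2 and 6 without CG1 replicate 3 or DG1 replicate 3. Falling members numbered 4 without DG1 replicate 3 and 5 without CG1 replicate 3. The bHLH list had a rising count of 3 without CG1 replicate 3, 4 without CG1 replicate 2 or DG1 replicate 3, 5 without CW1 replicate 2, 6 without CG1 replicate 1 or replicate 1 or 2 of DG1 and 7 without CW1 replicate 1 or DW1 replicate 2. Falling members numbered 7 without DG1 replicate 3. The bZIP list had a falling count of 3 without CG1 replicate 1. Of the 7 factors in Table 1, chosen by the study on these libraries, 3 rose and 4 fell in G1 (3 and 4 adjusted over the list alone), and 5 were DEGs, a count of 3 without CW1 replicate 2, CG1 replicate 2 or DG1 replicate 1. BHLH80 (DN18631_c1_g4, log2 fold change 2.23 ± 0.29, adjusted p = 0.00135) rose. So did TCP9 (DN15838_c1_g1, log2 fold change 1.96 ± 0.56, adjusted p = 0.0284; adjusted p = 0.0652 without CG1 replicate 2, 0.103 without CG1 replicate 3 and 0.0906 without DG1 replicate 1, and 0.00488 to 0.103 over the single libraries left out). FIT (DN15518_c1_g1), a regulator of iron uptake, fell (log2 fold change -2.46 ± 0.73, adjusted p = 0.0334; adjusted p = 0.00822 to 0.107 over the single libraries left out, with the call changed without CW1 replicate 2, replicate 1 or 2 of CG1 or replicate 1 or 3 of DG1). For W1, edgeR called 1 of these factors, DESeq2 2 and limma-trend 1, and 3 had an unadjusted p under 0.05.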

We analyzed the transcription factors (TFs) among 1,764 DEGs, and the results indicate that the TFs belonged to 5 families and mainly involved in *bHLH*, *ERF*, *MYB*, *PIF*, and *TCP* (**Table 1**). We found that most of these transcription factors play important roles in plant growth and responses, and they may be related to various physiological processes, thereby regulating the growth and development of *C*. *pilosula* seedlings drought tolerance.

**Table 1:** Transcription factors.

Gene_ID	Log_2_FC	KOEntry	Gene family	Name	Annotation
DN15527_c1_g3	−3.06	K14491	MYB	KAN4	Putative transcription factor KAN4
DN17717_c1_g4	−2.28	K14516	ERF	ERF1B	PREDICTED: ethylene-responsive transcription factor 1B
DN18631_c1_g4	2.29	K12126	bHLH	BHLH80	Transcription factor bHLH80 like
DN18739_c1_g5	2.03	K12126	PIF	PIF3	PREDICTED: transcription factor PIF3 isoform X1
DN15838_c1_g1	2.03	K16221	TCP	TCP9	Transcription factor TCP9-like
DN15518_c1_g1	−2.40	K16190	bHLH	FIT	Transcription factor FER-LIKE IRON DEFICIENCY-INDUCED transcription factor
DN16635_c0_g3	−3.77	K13434	ERF	CRF4	PREDICTED: ethylene-responsive transcription factor CRF2

The original ID is “TRINITY_DNXXXXX_X_X,” abbreviated as “DNXXXXX_X_X”.

### 3.6 qRT-PCR validation of DEGs

To validate the transcriptome sequencing results, transcriptome data on 16 genes were randomly selected for qRT-PCR testing. 

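In the sequencing data, 3 of the 15 genes measured by qRT-PCR rose in droughted G1 leaves, 6 fell and the others did not pass the test. The rising genes were PRP1, the hydroxycinnamoyl transferase HST (DN14056_c0_g1, log2 fold change 2.32 ± 0.44, adjusted p = 0.00517) and a second GSTU17 gene (DN17746_c2_g5, log2 fold change 2.52 ± 0.62, adjusted p = 0.016; adjusted p = 0.0663 without CG1 replicate 3 and 0.0593 without DG1 replicate 1, and 0.0125 to 0.0663 over the single libraries left out). KAN4, SS4, At1g11820 and the cytokinin response regulator ARR17 (DN15371_c3_g5, log2 fold change -2.43 ± 0.47, adjusted p = 0.006) fell. So did the MAP kinase kinase kinase ANP2 (DN981_c0_g1, log2 fold change -4.00 ± 1.04, adjusted p = 0.0199; adjusted p = 0.00855 to 0.0621 over the single libraries left out, with the call changed without replicate 2 or 3 of CG1 or replicate 2 or 3 of DG1). WRKY22 (DN20753_c1_g3, log2 fold change -2.70 ± 0.72, adjusted p = 0.022, and adjusted p = 0.00639 to 0.0739 over the single libraries left out, with the call changed without replicate 2 or 3 of CG1 or replicate 2 or 3 of DG1) fell as well. Its mean was 3.44 TPM in CW1, 18.3 in CG1, 2.04 in DW1 and 2.88 in DG1. Not past the test in G1 were LAR (DN21013_c0_g4, -1.64 ± 1.54, adjusted p = 0.473), PER52 (DN12596_c0_g1, 2.19 ± 1.00, adjusted p = 0.136) and HSP26-A (DN13914_c0_g2, 2.27 ± 0.93, adjusted p = 0.101; adjusted p = 0.0233 without CG1 replicate 1, and 0.0233 to 0.366 over the single libraries left out). The same holds for CEL3 (DN18947_c0_g2, -3.41 ± 1.33, adjusted p = 0.0856; adjusted p = 0.00158 without DW1 replicate 1 and 0.0394 without DW1 replicate 3, and 0.00158 to 0.209 over the single libraries left out). At5g56590 (DN17997_c0_g6, -3.05 ± 1.16, adjusted p = 0.0797; adjusted p = 0.00688 without DW1 replicate 1 and 0.0368 without DW1 replicate 3, and 0.00688 to 0.205 over the single libraries left out) and ERF13 (DN20449_c1_g6, -3.10 ± 1.12, adjusted p = 0.0666; adjusted p = 0.0336 without CG1 replicate 1, 0.0406 without DG1 replicate 1 and 0.0435 without DW1 replicate 1, and 0.0336 to 0.191 over the single libraries left out) were not past it either. For W1 edgeR called 0 of the 15, DESeq2 6 and limma-trend 0, and 6 had an unadjusted p under 0.05. The edgeR count for W1 was 2 without DG1 replicate 1 and 3 without DW1 replicate 1. Between the controls ANP2 was higher in CG1 (log2 fold change 7.33 ± 1.25, adjusted p = 0.0366, adjusted p = 0.00239 to 0.21 over the single libraries left out, with the call changed without replicate 1, 2 or 3 of CW1, replicate 2 or 3 of CG1, DW1 replicate 3 or DG1 replicate 2). The qRT-PCR values themselves were not used here.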

The results indicated that the qRT-PCR expression changes of the 15 tested genes were consistent with the expression changes of the corresponding genes in the transcriptome sequencing data (**Figure 6**). Therefore, the transcriptome sequencing data in this study can be considered sufficiently reliable to serve as a foundation for differential expression analysis.

**Figure 6:**
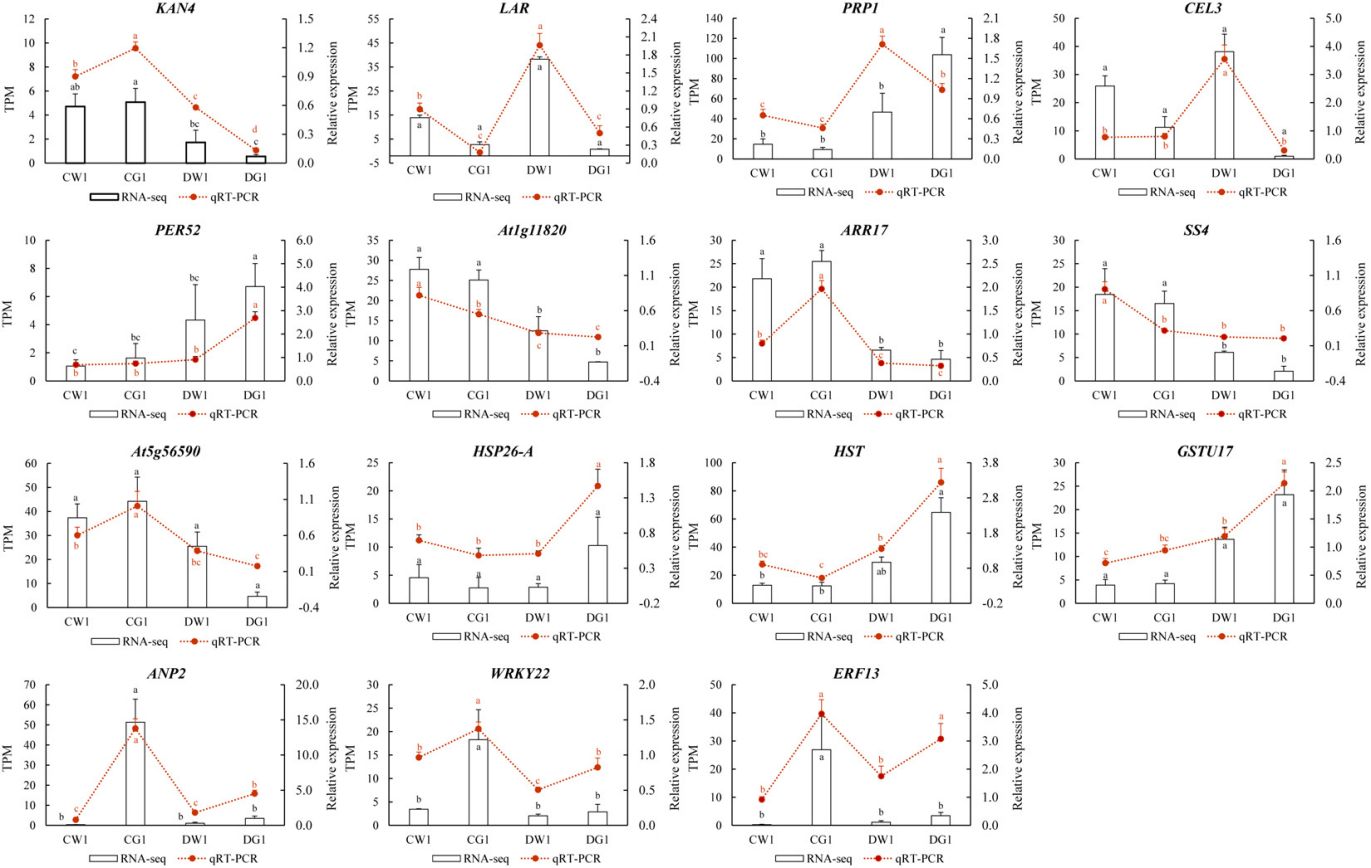
qRT-PCR validation of DEGs. Comparison of the relative expression level between RNA-seq and qRT-PCR in two cultivars under drought. The X-axis displays the selected genes, whereas the Y-axis shows the relative expression level.

## 4 Discussion

Drought is one of the most damaging abiotic stressors for plants and triggered by insufficient rainfall, rising temperatures, and limited water availability. It is becoming an increasing problem due to global climate change. In response to drought stress, plants have evolved complex adaptive mechanisms at the physiological, biochemical, and molecular levels (Shan et al., 2013; Edmeades, 2013). However, the molecular mechanisms underpinning this phenomenon have remained elusive despite recent advances in molecular biology approaches (Bhanu et al., 2016). Here, we began with potting soil that had a moisture content exceeding 180 g/kg. By day 6, we reduced this moisture content to 130 g/kg or less, and by the end of the experiment, it was 123 g/kg or less. This process was designed to induce a water deficit in *C. pilosula* seedlings (**Figure 1**). Then, we determined the most sensitive period of *C. pilosula* to water deficiency through physiological index analysis and further studied the drought response patterns at the transcriptome level in two contrasting *C. pilosula* cultivars. We specifically identified the unique drought- responsive differentially expressed genes in the cultivar G1 seedlings. Furthermore, functional validation by qRT-PCR analysis corroborated the differential expression of these identified genes. Our findings provide deeper insights into the mechanisms of drought stress tolerance in *C. pilosula* seedlings, as well as providing a basis for further downstream analyses of the identified individual specific genes.

### 4.1 Clear divergence exists between *C*. *pilosula* cultivars G1 and W in their drought stress responses

Plants accumulate ROS under drought stress, which can impair chloroplast and mitochondrial functions, and subject the plant cells to oxidative damage, including lipid peroxidation, protein oxidation, and DNA damage. H_2_O_2_ is one of ROSs closely associated with oxidative stress. It is derived from disproportionation of superoxide anion, and the product of H_2_O_2_ has strong oxidation ability (Kissen et al., 2016; Yin et al., 2018). Throughout evolution, plants have developed an enzymatic antioxidant system to remove excess ROS, primarily involving ascorbate peroxidase (APX), SOD, POD, and CAT (Prerostova et al., 2020; Medina et al., 2021; Panchuk et al., 2002). Proline is an amino acid that accumulates in response to a variety of environmental factors, including water scarcity, salinity, low temperature, and heavy metal accumulation. Additionally, proline is a crucial variable amino acid in regulating the architectures of proteins and membranes, as well as scavenging reactive oxygen species (ROS) in drought-stressed organisms (Chun and Chandrasekaran, 2018). In *C. pilosula*, leaf osmotic adjustment substances (such as relative electrical conductivity, malondialdehyde, and automatic rate) showed a significant increase under drought days 1– 6. Meanwhile, the proline, APX, SOD, POD, and CAT activities increased on days 1 –4, helping to maintain ROS balance during the early stage of drought stress. However, their activities decreased after 4 days, indicating that the protective enzyme system is highly time dependent in response to drought stress in *C. pilosula* seedlings. Moreover, the cultivar G1 exhibited relatively higher protective enzyme activity and the enhanced ROS quenching competency of its cells resulted in greater cell membrane integrity and relatively lower levels of osmotic adjustment substances in leaves. Consequently, cultivar G1 seedlings with better drought stress endurance than cultivar W1.

Chlorophyll a is a key pigment that is involved in multiple chlorophyll–protein complexes within plants’ photochemical and carbon fixation systems (Bano et al., 2013). It is instrumental in capturing light energy during photosynthesis. Chlorophyll b is primarily used in the creation of light-harvesting chlorophyll–protein complexes within the photochemical system. These complexes assist in absorbing light energy and transferring it to chlorophyll a, thereby facilitating the photosynthetic process. Despite variations based on plant characteristics and conditions, chlorophyll content serves as an effective indicator of desiccation tolerance. A common trait under drought stress conditions is a decrease in leaf chlorophyll content. This reduction in chlorophyll levels is often linked to oxidative stress and chlorophyll damage. The chlorophyll content is closely linked to photosynthetic activity, and alterations in chlorophyll levels can significantly affect a plant’s overall photosynthetic performance. There was a difference in chlorophyll content between the two *C. pilosula* cultivars under drought treatment. The chlorophyll a/b ratio in cultivar G1 increased, whereas the a/b ratio remained unchanged in cultivar W1. The increase in the a/b ratio of cultivar G1 is attributed to a slight increase in chlorophyll a, which is anticipated to enhance the activity of carbon fixation systems. This suggests that the drought stress conditions were not severe enough to significantly reduce photosynthesis of cultivar G1.

### 4.2 Transcriptomic analysis of the molecular mechanisms of drought resistance in *C. pilosula* seedlings

Stress perception is the first step to ensure plant survival to abiotic stress exposure (Frolov et al., 2017). The stress is firstly perceived by the receptors located on cell membranes, such as for GPCRs, PLKs, HKs, ABA, and CAS. The signals are then transduced downstream, leading to the generation of secondary messengers including K^+^, Ca^2+^, sugars, ROS, cyclic nucleotides, and inositol phosphates (Wu et al., 2017). The secondary messengers trigger the corresponding signaling pathways to transduce the signals (Chaves et al., 2009). Central to the signal transduction machinery are protein kinases and phosphatases that mediate protein phosphorylation and dephosphorylation, respectively. The calcium-dependent protein kinases (CDPKs), abscisic acid-activated signaling (ABA), and mitogen- activated protein kinase (MAPK) pathways are vitally involved in plant abiotic stress responses (Jonak et al., 1996; Dudhate et al., 2018).

In this study, a total of 25 DEGs related to plant hormone signal transduction were identified only in cultivar G1 seedings under drought (**Figure 5B**). We found that the regulatory component of ABA receptor3-like gene (*PYL9*) was significantly upregulated, NSP-interacting kinase (*SRF8*) related to the plant signaling pathways was significantly downregulated, and two TFs (*KAN4* and *ERF1B*) were significantly downregulated, whereas two TFs (*BHLH80* and *PIF3*) were significantly upregulated. When stress occurs, a large amount of ABA is produced in the cell, and PYL protein, as a receptor for ABA, first senses and binds to it. Then, the PYL–ABA complex reacts with clade A protein phosphatase 2C (*PP2C*). The binding of PP2C to form the PYL-ABA-PP2C ternary complex results in the loss of activity of PP2C, thereby relieving the inhibitory effect on the kinase sucrose non-financial 1- related protein kinase subfamily 2 (*SnRK2s*) and activating the kinase *SnRK2s* (Schweighofer et al., 2004; Melcher et al., 2009). The activated *SnRK2s* phosphorylate downstream transcription factors or effector proteins, thereby initiating the expression of ABA responsive genes (Fujita et al., 2012), inducing stomatal closure and reducing transpiration, thereby improving plant stress resistance.

Starch and sucrose are important forms of carbohydrate storage in plants, and plants can utilize carbohydrate reserves reasonably by regulating metabolic pathways to maintain the energy and material supply required for growth and development. In drought-resistant varieties, the expression of sucrose metabolism-related genes is upregulated under drought stress, which helps to scavenge ROS and alleviate oxidative damage (Thomas and Beena, 2021). Genes related to starch and sucrose metabolism pathways are significantly enriched under drought stress (Cao et al., 2022). Liang et al. (2021) suggests that carbohydrates served as biomarkers for drought stress response and enhanced drought tolerance in *C*. *pilosula*. In this study, there were a total of 25 DEGs in G1 cultivar seedings enrichment in starch and sucrose metabolism pathways, suggesting that G1 cultivar seedings can maintain growth requirements under drought stress through more efficient energy metabolism.

In addition, we have known that glutathione (GSH) is an important antioxidant that can scavenge reactive oxygen species (ROS) and free radicals, preventing these substances from causing damage to cellular components (Gaucher et al., 2018). Under abiotic stresses such as high salinity, drought, and low temperatures, the levels of reactive oxygen species in plants increase, leading to cellular damage (Hasanuzzaman et al., 2020). Additionally, the activity of antioxidant enzymes such as glutathione S-transferases (GST) increases, helping plants eliminate excess reactive oxygen species and mitigate oxidative damage (Khan et al., 2022). Glutathione plays a crucial role in the ascorbate (AsA) and glutathione cycle, participating in the reduction of H_2_O_2_ and further enhancing the plant’s antioxidant defense mechanisms (Valero et al., 2016). Therefore, glutathione not only is an important antioxidant in plants but also plays a key role in responding to various environmental stresses, helping plants maintain physiological balance and growth. Our results suggested that 17 DEGs were identified as involved in glutathione metabolism pathway, and 9 glutathione S-transferase genes were significantly upregulated in cultivar G1 of *C*. *pilosula*. Transcriptome analysis under drought stress revealed that drought-resistant bananas exhibited significantly upregulated expression of glutathione metabolism-related genes compared with sensitive varieties (Muthusamy et al., 2016). Furthermore, comparable findings have been reported in a large number of plants species, such as Arabidopsis (Meng et al., 2023), chickpea (Singh et al., 2023), rice (Wang et al., 2022), and maize (Anjum et al., 2017).

### 4.3 Transcription factor- related genes are a critical component of drought response machinery

The drought stress response is controlled by complex regulatory networks in plants. Transcription factors (TFs) are important regulators in this network, playing a pivotal role by activating or inhibiting the expression of downstream stress-related target genes (Wang et al., 2016). To date, numerous TFs have been reported being involved in the regulation of drought stress tolerance in plants, including MYB, ERF, and bHLH. The BHLH family is the largest transcription factor family in eukaryotes (Sun et al., 2018b) and plays an important role in regulating plant drought resistance. For example, recent studies have shown that the peanut bHLH transcription factor *AhbHLH112* can enhance peanut drought resistance, and drought can significantly induce its expression (Li et al., 2021). Moreover, the maize bHLH transcription factor *ZmPTF1* regulates maize tolerance to drought stress by promoting root development and ABA synthesis (Li et al., 2019a). Research in *Arabidopsis* and some crops has shown that MYB transcription factors are involved in response to drought stress, such as regulating stomatal movement, leaf development, flavonoid, and cell wall synthesis (Baldoni et al., 2015). Chen et al. (2022) suggest that the MYB family transcription factor *SlMYB55* is an ABA and drought- responsive gene, and silencing the expression of *SlMYB55* can significantly enhance tomato drought resistance.

Numerous studies have shown that ERF transcription factors play an important role in plant stress response. For instance, the rice *OsERF922* negatively regulates plant salt tolerance by disrupting Na^+^/K^+^ homeostasis and mediating the ABA signaling pathway (Liu et al., 2012). In our study, we identified a total of seven drought- related transcription factors in the *C*. *pilosula*, belonging to five gene families, namely, bHLH, ERF, MYB, PIF, and TCP families. Furthermore, one DEG related to bHLH, PIF, and TCP was upregulated in cultivar G1, whereas two DEGs related to ERF and one DEG related to bHLH and MYB were downregulated. These studies indicated that those specific TFs may play essential roles in plant response to environmental stress. Therefore, the different expression of these specific TFs only in cultivar G1 may be one of the pivotal reasons for its greater drought tolerance compared with cultivar W1.

### 4.4 Proposed molecular model of *C*. *pilosula* seedling drought stress tolerance

Based on our main findings of the key drought- responsive DEGs and their associated pathways/networks, and the relevant published citations contained in this study, we have developed a molecular model for drought stress tolerance in *C*. *pilosula* seedlings as shown in **Figure 7**.

**Figure 7:**
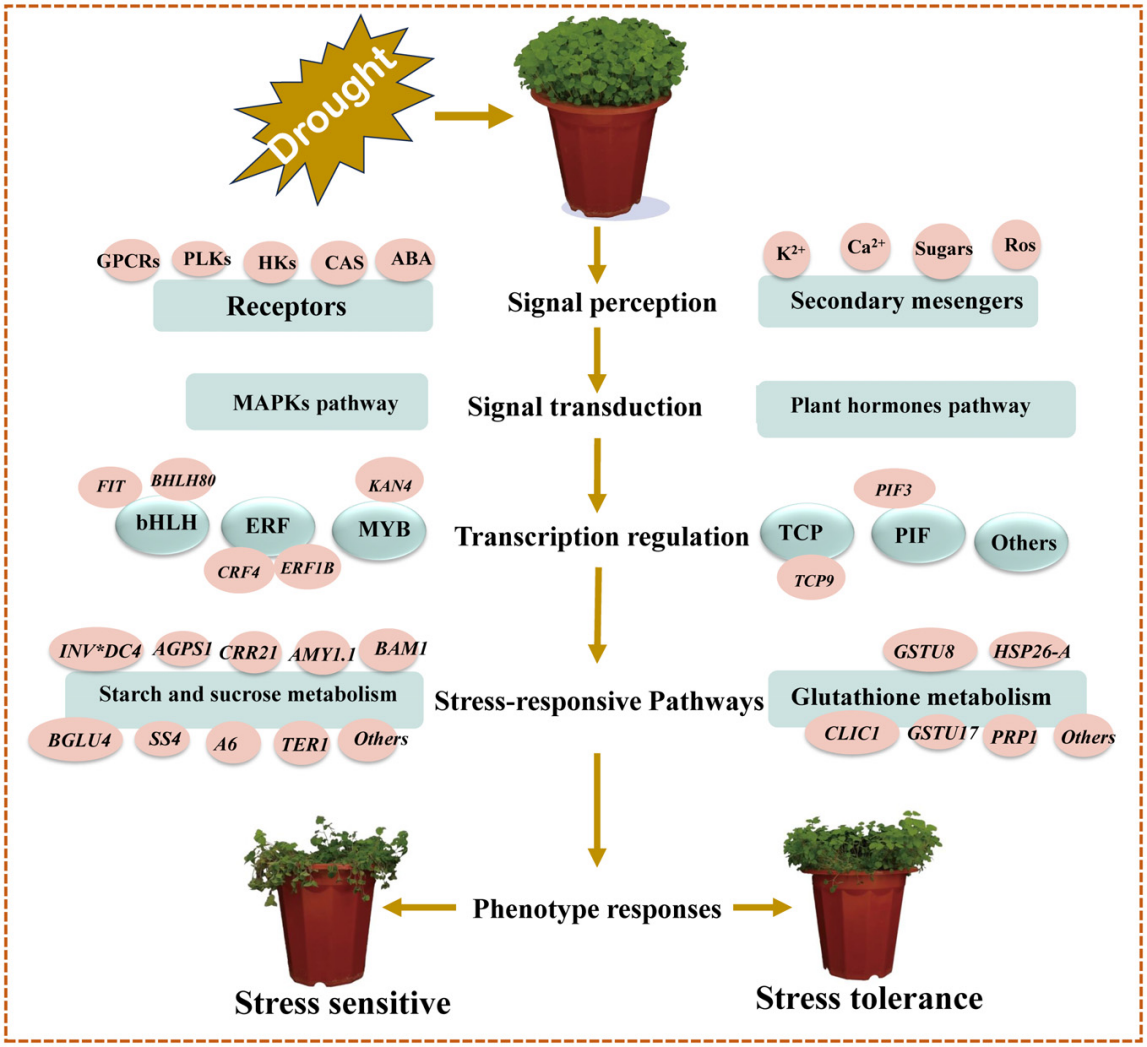
Schematic molecular model of *C*. *pilosula* seedlings drought stress tolerance. This model was developed based on our key putative components of drought response identified in this study, supported by previously described schemes of plant abiotic stress response pathways/networks (Wang et al., 2016; Shinde et al., 2018).

## 5 Conclusions

In this study, physiological and comparative transcriptome analyses were performed on 4-week seedling leaf tissues of *Codonopsis pilosula* cultivars ‘G1’ and ‘W1’ seedings in drought treatment for 4 days to explore the key genes responsible for the differences in response to drought between these two cultivars. Resultantly, cultivar G1 seedlings maintained comparatively higher proline contents, chlorophyll content, and greatly increased peroxidase activity but decreased malondialdehyde content and leaf relative electrolyte conductivity, than cultivar W1 seedlings. Using an RNA sequencing (RNA-seq)-based approach, we identified a total of 21,535 genes that were expressed and 1,764 differentially expressed genes (DEGs) only in G1 under drought stress. All those DEGs got annotation and functional classification based on different databases. We suggest that drought-induced changes in osmoregulation to prevent water deficit and enhance the defense capacity of the antioxidant system are the strategies of *C*. *pilosula* cultivar G1 in response to drought stress. We found hormonal regulation (ABA); regulation of transcription factors, such as *KAN4*, *BHLH80*, and *ERF1B*; and regulation of drought-responsive genes, such as glutathione metabolism- and starch and sucrose metabolism- related genes. The functions of these genes and the physiological responses of plants provide a basis for preliminarily explaining the mechanism of physiological changes in *C*. *pilosula* under drought stress and breed new *C*. *pilosula* cultivars.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

# Supplementary material for: Codonopsis pilosula seedling drought- responsive key genes and pathways revealed by comparative transcriptome
**Source:** Front Plant Sci. 2024 Oct 30;15:1454569. doi: 10.3389/fpls.2024.1454569
**Supplement:** Supplementary file 2

*Codonopsis pilosula* Seedlings Drought-Responsive Key Genes and Pathways Revealed by Comparative Transcriptome

Hongyan Wang^1^, Yuan Chen^1*^, Lanan Liu^1,2^, Fengxia Guo^1*^, Wei Liang^1^, Linlin Dong^3^, Pengbin Dong^1^, Jiali Cheng^1^

**Figure S1** **The climatic conditions throughout the entire experimental period**

**Figure S2 Profile of gene expression by two *C. pilosula* cultivars drought treatment**

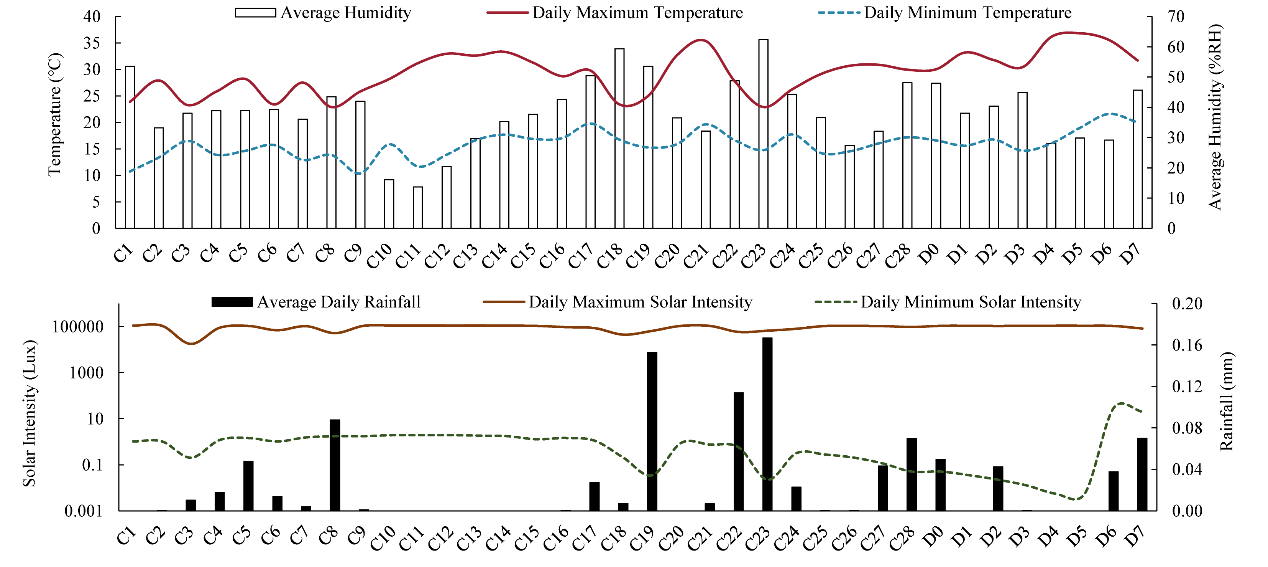

**Figure S1** **The climatic conditions throughout the entire experimental period**

C1~C28 refer to the growth period of *Codonopsis* seedlings, D1~D7 refer to the drought stress period of *Codonopsis* seedlings.

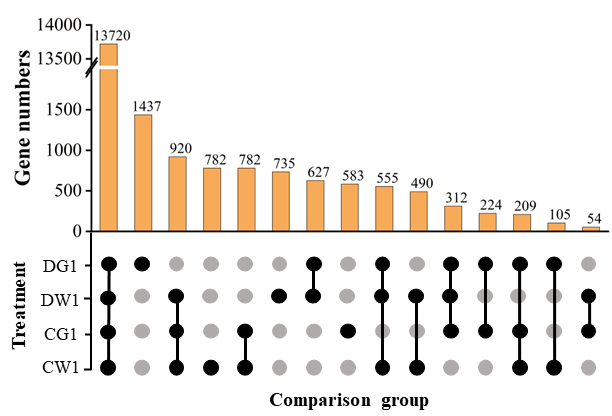

**Figure S2** **Profile of gene expression by two *C. pilosula* cultivars drought treatment**

The gene expression profile is illustrated as the number of transcriptomic responses using a Venn diagram. A total of 21535 genes were expressed. Drought treatments are labelled Control (C) and Drought (D). The two *C. pilosula* cultivars are labelled “W1” and “G1”, respectively. The biological samples of four combinations are CW1, CG1, DW1, and DG1, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

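RNA from leaves of G1 and W1 seedlings of Codonopsis pilosula was sequenced in 12 libraries, 3 for each of the control groups CW1 and CG1 (day 0) and the drought groups DW1 and DG1 (day 4). The authors assembled the clean reads of all samples with Trinity into genes without a reference genome, estimated expression on that assembly with RSEM, and annotated the genes against protein databases. The expected counts and the TPM values of each library were computed by the authors with RSEM on that assembly, before the table used here, which also gives the length of every gene and its database hits. The expected counts are estimates, in part not whole numbers, rather than read tallies. The depth per library was 17,263,956 to 22,837,632 counts in CW1, 17,245,690 to 20,400,689 in CG1, 12,415,229 to 20,787,635 in DW1 and 15,229,565 to 19,437,963 in DG1. Raw reads were not analysed here, and neither were the qRT-PCR values or the physiological measurements. The sample labels differ from the paper in some points: they name replicate 1 of CW1 as drought treated, other kits for RNA extraction and library preparation, fewer pots per cultivar, and a mouse genome build. They also describe samples that mix 2 pots, where the paper has 1 pot per replicate, so which plants a library holds is not clear, and n = 3 counts libraries. The libraries were grouped as the paper groups them.

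Expected counts were rounded, genes with low counts were removed with filterByExpr by group, and 29,168 genes were tested in edgeR 4.0.16 (R 4.3.3) with TMM normalization and the quasi-likelihood test. One model with a mean per group was fitted to all 12 libraries, which leaves 8 residual degrees of freedom, and the common dispersion was 0.217 with a prior of 2.89 degrees of freedom. The comparisons were DG1 with CG1, DW1 with CW1, CG1 with CW1, DG1 with DW1, and the interaction, that is the drought effect in G1 minus that in W1. P-values were adjusted over all genes tested by the Benjamini-Hochberg method. DEGs had an adjusted p under 0.05 and a change of 4-fold or more, as in the results section of the paper. Its methods give 0.005 and a log2 fold change of 2, and name DESeq2 as the tool. Standard errors are the log2 fold change divided by the square root of the F value. Expressed genes had a group mean of 5 TPM or more. Principal components were computed on log2(TPM + 1) of genes with a mean of 1 TPM or more, and their scores were compared by exact permutation of 924 groupings, adjusted over 4 tests. Correlations are Pearson r of TPM across genes.

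Of 43 gene lists, set by words in the annotation or by the species of the best hit, 40 had members and 38 had at least 5 tested members. They cover ABA core signalling, ABA synthesis and breakdown, AP2/ERF factors, Calvin cycle, HD-Zip factors, LEA proteins and dehydrins, MYB factors, NAC factors, WRKY factors, acetylenic and omega-6 desaturases, antioxidant enzymes, aquaporins, auxin response and bHLH factors. Further lists are bZIP factors, best hit in green algae, best hit in mosses, liverworts or lycophytes, beta-1,3-glucanases, cell cycle and histones, cell wall loosening and synthesis, chlorophyll breakdown, chlorophyll synthesis, chloroplast-encoded transcripts, cytosolic ribosomal proteins, ethylene pathway, glutathione S-transferases, guard cell and epidermis markers and heat shock proteins. The remaining lists are housekeeping genes, jasmonate pathway, light harvesting and photosystems, mitochondrion-encoded transcripts, phenylpropanoid and flavonoid synthesis, proline metabolism, raffinose and trehalose metabolism, root markers, secondary wall and vascular markers, starch breakdown, starch synthesis and sucrose and fructan metabolism. Lists set by species use the hit in the NR database, by which those for fungi or oomycetes, arthropods or nematodes and bacteria had no members, while some genes have SwissProt hits in such organisms. Lists were tested with camera of limma 3.58.1 on log2 CPM with a preset correlation of 0.01 between genes, and again with an estimated correlation, adjusted over lists. With the preset correlation 18 lists were called in G1, 17 in W1 and 13 for the interaction, and with the estimated correlation 0 were called in each, the smallest adjusted p being 0.273. Words in an annotation also pick up genes of other function, and such members are named where they were noticed.

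Genes are named by a rule, which takes every gene the paper names in Table 1 and Table S1 or in its sections on pathways and hormones. It takes up to 4 members per direction of each of 3 pathways of Table S5 with the largest change past the test. For each main comparison the 8 rising and 8 falling DEGs with the smallest adjusted p that carry a symbol or description and whose 3 values in one group all lie above those of the other are named, and up to 4 members per direction of each list past the test with the highest mean CPM. Values in Table 1 and Table S5 had been seen before. Alternatives were the Wald test of DESeq2 1.42.0, its size factors in edgeR, limma-trend on log2(TPM + 1) and log2(TPM + 0.1), and no filter on low counts. Others were an adjusted p under 0.005, a model of only the 2 groups compared, a block for the replicate number, leaving out genes with a best hit outside flowering plants, and leaving out each library in turn. Other definitions were tried for expressed genes, correlations and components, and tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Tested on simulated data with 200 genes changed by 3 on the log2 scale in G1 alone, edgeR recovered 83.5% with 0 false calls, DESeq2 86.5% with 23, and limma-trend 74.5% with 0. In the same data the interaction was recovered for 62.5% of these genes by edgeR. In counts simulated in the same way, camera called the raised list (adjusted p = 4.82e-10) and 1 other list. All simulated counts were drawn independently per gene from the dispersion trend fitted by edgeR, with no library standing apart. That setting favours edgeR and camera, so these rates do not carry over to the real libraries. There, groupings that mix DG1 and CG1 libraries had a median of 13 lists called. Replicate numbers were checked for pairing: 3 of 18 pairs of libraries with equal number in different groups had a correlation above 0.1 after group means were removed (range -0.197 to 0.316), and in 12 of 36 comparisons of a library with another group the library of its own number was the closest, so numbers were not treated as pairs.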

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

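The tests of explanations in this part were chosen after the results were seen, except the comparison of the spread between libraries. Replicate 1 of DG1 lies far from the other drought libraries in genes whose best hit is not a flowering plant. The 1,807 genes with a vertebrate best hit and no plant protein hit, on which the paper does not report, summed to 24,785.3 TPM in that library, above every control library. Among the 6 drought libraries its gap to the nearest other library, as a share of the whole range, was 0.955 for these genes, 0.962 for all genes with a vertebrate best hit, 0.944 for hits outside flowering plants, 0.977 for hits in green algae and 0.950 for mosses, liverworts or lycophytes. The share was 0.979 for the 3,316 genes at 5 TPM or more there and at 5 or more times every other library, which sum to 74,708.7 TPM in it and were picked for that. The same library also stood apart in the summed TPM of WRKY factors (0.681), glutathione S-transferases (0.699) and mitochondrion-encoded transcripts (0.885). DW1 replicate 1 stood apart in aquaporins (0.822) and cell wall genes (0.705), and CG1 replicate 2 among the 6 control libraries in acetylenic and omega-6 desaturases (0.730). Of 90 such groups of 6 libraries, 12 passed the critical value of Dixon's test, 9 of them for replicate 1 of DG1, and chance alone gives about 1 in 20.

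The first pattern weighed is that ribosome genes of Table S5 are higher in DG1 than in CG1. Argued against is a drought response of G1 leaves as their whole cause. Of the 65 rising genes, 3 lie above every CG1 library in both other DG1 replicates. A weaker drought response stays open. In W1, 65 of the 73 genes had a positive change and 8 a negative one (median log2 fold change 1.29), and 0 passed the test. A difference in depth is also argued against, as DG1 replicate 1 has 15,229,565 counts, inside the range of the other libraries. RNA of another organism in DG1 replicate 1 is a candidate explanation: genes with a vertebrate best hit and no plant protein hit sum there to 10.1 times the highest other library. In 38 such genes at 50 TPM or more in that library, the other libraries held a median of 2.67% of its level, and which organism it was is not shown by these hits.

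The second pattern is that drought gave more DEGs in G1 than in W1, 2,614 against 169. RNA of another organism is argued against as the whole cause, since without DG1 replicate 1 and without genes with a best hit outside flowering plants the ratio was 7.39 (1,662 against 225). A larger spread in most genes of W1 is argued against, as the median variance within the W1 groups was 0.875 times that within the G1 groups. The mean variance was yet highest in DW1 (0.668, against 0.333 in CW1, 0.509 in CG1 and 0.546 in DG1). A median over genes cannot show the effect of a single library, so a larger spread within DW1 stays open. A stronger response of G1 stays open as a hypothesis: the W1 count runs from 0 (without CW1 replicate 2) to 834 (without DW1 replicate 1) over the single libraries left out, and DESeq2 gave 3,565 against 986, or 2,613 against 1,104 without DG1 replicate 1.

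Drought effects that differ between the cultivars by the interaction test were found for 4 genes. The interaction log2 fold change was -5.99 for the HARBI1-like DN20045_c1_g2, -2.94 for the XTH DN13462_c0_g3, -3.45 for DN18318_c0_g1 and -5.58 for DN17938_c1_g4. Other groupings of the libraries were tried for each count. For the interaction chance is not excluded: 7 of 100 groupings, the real one included, called as many genes as the real 4. The others among them all kept the 3 CW1 libraries together, and so held the difference between the controls. Groupings that mixed the controls called at most 1 gene. The share is therefore not a rate of chance alone and cannot decide the question. The highest other grouping called 379, a structure of the samples, since it sets G1 against W1 over control and drought. For the DEGs of G1 alone, 2 of 100 groupings were as high as the real 2,483, the other having 2,507. Every such grouping still set drought against control libraries, and another that mixed the cultivars came close (2,336). The count was also 1,580 without DG1 replicate 1. Few groupings reached the real count, and chance is not excluded by that. The 10 groupings of 3 against 3 are too few for a share under 0.05, and the real count was reached in 1 grouping each, the real one: 2,614 DEGs in G1 (highest other 0), 169 in W1 (highest other 1), 120 between the controls (highest other 0) and 2 between the drought groups (highest other 0). They are also too few for the number of gene lists called, 18 in G1 (reached in 2 of 10, highest other 19) and 17 in W1 (reached in 1, highest other 16). For the 13 lists called for the interaction chance is not excluded, with 18 of 100 groupings as high and the highest other at 17.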

How the results depend on the processing

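Chosen after seeing the data were DESeq2 fitted to only the 2 groups compared, at both thresholds, DESeq2 without DG1 replicate 1 or without genes with a best hit outside flowering plants, edgeR without both of these, and single libraries left out for the principal components and pathway correlations. Over the alternatives, 392 values of the main results stayed on the same side of their test or within 1.5 times their count, 166 moved further, and 3 lost their call. For single genes that are named, 7,352 values kept direction and side, 2,334 kept direction and lost the call, and 48 gained it. Where a value moved and no reason is given beside it, the cause was not tested. edgeR gave 2,614 DEGs of G1, 169 DEGs of W1, 120 DEGs between the controls, 2 DEGs between the drought groups, 4 interaction genes, 2,483 DEGs of G1 alone, 18 starch and sucrose DEGs, 18 hormone DEGs, 13 glutathione DEGs, 65 ribosome DEGs and 5 DEGs of Table 1. The values that follow are those further than 1.5 times from these.

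limma-trend on log2(TPM + 1) gave 1,408 DEGs of G1, 84 DEGs of W1, 202 DEGs between the controls, 37 DEGs between the drought groups, 9 interaction genes, 1,358 DEGs of G1 alone, 11 starch and sucrose DEGs, 10 hormone DEGs, 7 glutathione DEGs, 4 ribosome DEGs and 1 DEG of Table 1. An adjusted p under 0.005 gave 628 DEGs of G1, 0 DEGs of W1, 3 DEGs between the controls, 0 DEGs between the drought groups, 0 interaction genes, 628 DEGs of G1 alone, 7 starch and sucrose DEGs, 6 hormone DEGs, 1 glutathione DEG, 3 ribosome DEGs and 1 DEG of Table 1. The DESeq2 Wald test gave 986 DEGs of W1, 1,055 DEGs between the controls, 806 DEGs between the drought groups, 335 interaction genes and 10 ribosome DEGs. A model of only the 2 groups compared, which has fewer libraries and gives no interaction, gave 1 DEG of W1, 18 DEGs between the controls, 0 DEGs between the drought groups and 6 ribosome DEGs. With a pseudocount of 0.1, limma-trend gave 46 DEGs of W1, 38 DEGs between the drought groups, 0 interaction genes and 5 ribosome DEGs. At an adjusted p under 0.005, DESeq2 gave 423 DEGs of W1, 581 DEGs between the controls, 248 DEGs between the drought groups, 70 interaction genes and 9 ribosome DEGs. A block for the replicate number, which does not pair these libraries, gave 23 DEGs between the controls, 0 interaction genes and 8 ribosome DEGs. DESeq2 size factors in edgeR gave 1 DEG between the drought groups. Testing all genes with no filter on low counts gave 6 DEGs between the drought groups and 35 ribosome DEGs. Without genes with a best hit outside flowering plants, which removes most ribosome genes, edgeR gave 8 ribosome DEGs.

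Leaving out both DG1 replicate 1 and the genes with a best hit outside flowering plants gave 1,662 DEGs of G1, 183 DEGs between the controls, 0 DEGs between the drought groups, 1,514 DEGs of G1 alone, 11 hormone DEGs, 5 glutathione DEGs, 4 ribosome DEGs and 3 DEGs of Table 1. Fitted to only the 2 groups compared, DESeq2 gave 1,008 DEGs of W1, 1,373 DEGs between the controls, 459 DEGs between the drought groups and 9 ribosome DEGs. Without replicate 1 of DG1, DESeq2 gave 1,104 DEGs of W1, 1,165 DEGs between the controls, 543 DEGs between the drought groups, 465 interaction genes, 7 glutathione DEGs and 5 ribosome DEGs. Without genes with a best hit outside flowering plants, DESeq2 gave 970 DEGs of W1, 1,057 DEGs between the controls, 722 DEGs between the drought groups, 305 interaction genes and 8 ribosome DEGs. Fitted to 2 groups and at an adjusted p under 0.005, DESeq2 gave 514 DEGs of W1, 800 DEGs between the controls, 174 DEGs between the drought groups, 8 glutathione DEGs and 6 ribosome DEGs.

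Genes expressed at a group mean of 5 TPM numbered 21,535 in any group, 1,438 in DG1 alone and 735 in DW1 alone. Asking 5 TPM of at least 1 replicate gave 32,715 expressed genes in any group, 5,705 genes expressed in DG1 alone and 2,331 genes expressed in DW1 alone. A group mean of 1 TPM or more gave 54,721 expressed genes in any group, 24,538 expressed genes in all groups, 37,552 expressed genes in CW1, 35,386 expressed genes in CG1, 40,142 expressed genes in DW1, 41,652 expressed genes in DG1, 5,769 genes expressed in DG1 alone and 2,284 genes expressed in DW1 alone. Asking 5 TPM of all 3 replicates gave 540 genes expressed in DG1 alone and 408 genes expressed in DW1 alone. Counting only genes with an annotation gave 786 genes expressed in DG1 alone and 335 genes expressed in DW1 alone. With an estimated correlation between genes, camera gave 0 lists called in G1, 0 lists called in W1 and 0 lists called for the interaction. On log2(TPM + 1), correlations were 0.909 for the median r within CW1, 0.858 for the median r within DW1, 0.786 for the median r within DG1 and 0.899 for the median r of starch and sucrose genes. As Spearman rank correlations they were 0.788 for the median r within CW1, 0.754 for the median r within CG1, 0.733 for the median r within DW1, 0.641 for the median r within DG1 and 0.869 for the median r of starch and sucrose genes. Without the 10 genes with the highest mean TPM, r was 0.893 for the median r within CW1, 0.847 for the median r within CG1, 0.818 for the median r within DW1 and 0.709 for the median r within DG1. On TPM that were not logged, the cultivar call on the second component was lost (exact permutation test, adjusted p = 0.483, over alternatives from 0.00433 to 0.483).

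With each library left out in turn, which leaves 2 libraries in that group, the ranges were 1,654 to 2,770 for DEGs of G1, 0 to 834 for DEGs of W1, 3 to 793 for DEGs between the controls, 0 to 26 for DEGs between the drought groups, 0 to 308 for interaction genes and 1,580 to 2,704 for DEGs of G1 alone. They were 11 to 22 for hormone DEGs, 5 to 12 for glutathione DEGs, 4 to 71 for ribosome DEGs, 3 to 6 for DEGs of Table 1, 0 to 3 for qRT-PCR genes called in W1 and 704 to 2,736 for genes expressed in DG1 alone. The adjusted p of cultivar on the second component ranged from 0.00433 to 0.247 (exact permutation test). The lowest counts for W1, the controls and the interaction came without CW1 replicate 2 (0), CW1 replicate 2 (3) and CW1 replicate 1 (0), and the highest without DW1 replicate 1 (834) and CG1 replicate 1 (793 and 308). DESeq2 size factors in place of TMM moved the median of all genes by -0.0205 (G1) and -0.0047 (W1) on the log2 scale. Depth limits genes with few counts: the library with the fewest, in DW1, held 12,415,229 counts, and the filter on low counts left 29,168 of 55,270 genes.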

Differences from the paper's values

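The paper states that all of its 55,270 genes were annotated, and in the table used here 27,570 carry a hit in any database. No alternative set before the data were examined applies to this count.

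Between the controls the paper gives 1,212 DEGs and edgeR gave 120, both at the adjusted p under 0.05 and 4-fold change of its results section. The paper's methods name DESeq2, so these counts and those below come from different tools as well. Set before the data were examined, 1,055 (DESeq2 Wald test) came within 1.5 times the paper's value. The others set then gave 118 (DESeq2 size factors in edgeR), 170 (no filter on low counts), 18 (only the 2 groups compared), 23 (replicate block), 202 (limma-trend, pseudocount 1), 169 (limma-trend, pseudocount 0.1), 135 (genes with a best hit outside flowering plants left out), 3 (adjusted p under 0.005) and 581 (DESeq2 with adjusted p under 0.005). Values of 3 to 793 with single libraries left out did not close the gap. Chosen after seeing the values, 1,373 (DESeq2 on 2 groups), 1,165 (DESeq2 without DG1 replicate 1) and 1,057 (DESeq2 with hits outside flowering plants left out) also came within it, and how many of the paper's own DEGs they drop cannot be counted without its list, which is not given in the sources used here. Others chosen then gave 183 (edgeR without DG1 replicate 1 and those genes) and 800 (DESeq2 on 2 groups at adjusted p under 0.005), which did not.

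Between the drought groups the paper gives 556 DEGs and edgeR gave 2. Set before the data were examined, 806 (DESeq2 Wald test) came within 1.5 times the paper's value. The others set then gave 1 (DESeq2 size factors in edgeR), 6 (no filter on low counts), 0 (only the 2 groups compared and adjusted p under 0.005), 3 (replicate block), 37 (limma-trend, pseudocount 1), 38 (limma-trend, pseudocount 0.1), 2 (genes with a best hit outside flowering plants left out) and 248 (DESeq2 with adjusted p under 0.005). Values of 0 to 26 with single libraries left out did not close the gap. After the values were seen, 459 (DESeq2 on 2 groups), 543 (DESeq2 without DG1 replicate 1) and 722 (DESeq2 with hits outside flowering plants left out) also came within it, and how many of the paper's own DEGs they drop cannot be counted without its list, which is not given in the sources used here. Others chosen then gave 0 (edgeR without DG1 replicate 1 and those genes) and 174 (DESeq2 on 2 groups at adjusted p under 0.005), which did not.

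Of these, the paper has 241 upregulated and edgeR 0 higher in DG1, where 4,679 genes had an unadjusted p under 0.05. Set before the data were examined, 312 (DESeq2 Wald test) came within 1.5 times the paper's value. The others set then gave 0 (DESeq2 size factors in edgeR, only the 2 groups compared, genes with a best hit outside flowering plants left out and adjusted p under 0.005), 3 (no filter on low counts), 2 (replicate block), 16 (limma-trend, pseudocount 1), 13 (limma-trend, pseudocount 0.1) and 81 (DESeq2 with adjusted p under 0.005). Values of 0 to 5 with single libraries left out did not close the gap. Of alternatives chosen after seeing the values, 200 (DESeq2 on 2 groups), 169 (DESeq2 without DG1 replicate 1) and 244 (DESeq2 with hits outside flowering plants left out) also came within it, and how many of the paper's own DEGs they drop cannot be counted without its list, which is not given in the sources used here. Others chosen then gave 0 (edgeR without DG1 replicate 1 and those genes) and 73 (DESeq2 on 2 groups at adjusted p under 0.005), which did not.

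The paper has 315 downregulated DEGs there and edgeR 2. No alternative set before the data were examined came within 1.5 times the paper's value. They gave 494 (DESeq2 Wald test), 1 (DESeq2 size factors in edgeR and replicate block), 3 (no filter on low counts), 0 (only the 2 groups compared and adjusted p under 0.005), 21 (limma-trend, pseudocount 1), 25 (limma-trend, pseudocount 0.1), 2 (genes with a best hit outside flowering plants left out) and 167 (DESeq2 with adjusted p under 0.005). Values of 0 to 21 with single libraries left out did not close the gap. Likewise chosen after seeing the values, 259 (DESeq2 on 2 groups) and 374 (DESeq2 without DG1 replicate 1) came within it, and how many of the paper's own DEGs they drop cannot be counted without its list, which is not given in the sources used here. Others chosen then gave 0 (edgeR without DG1 replicate 1 and those genes), a higher number (DESeq2 with hits outside flowering plants left out) and 101 (DESeq2 on 2 groups at adjusted p under 0.005), which did not.

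For starch and sucrose metabolism the paper counts 10 upregulated DEGs and edgeR called 6 of the genes in Table S5. Set before the data were examined, 7 (DESeq2 Wald test) came within 1.5 times the paper's value. The others set then gave 6 (DESeq2 size factors in edgeR, only the 2 groups compared and genes with a best hit outside flowering plants left out), 4 (no filter on low counts, replicate block and DESeq2 with adjusted p under 0.005), 1 (limma-trend, pseudocount 1 and adjusted p under 0.005) and 3 (limma-trend, pseudocount 0.1). Values of 3 to 6 with single libraries left out did not close the gap. With settings chosen after the values were seen, 7 (DESeq2 on 2 groups and DESeq2 with hits outside flowering plants left out) also came within it, dropping 3 of the 10 the paper calls. Others chosen then gave 3 (DESeq2 without DG1 replicate 1 and edgeR without DG1 replicate 1 and those genes) and 5 (DESeq2 on 2 groups at adjusted p under 0.005), which did not.

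For glutathione metabolism the paper counts 2 upregulated DEGs and edgeR called 12 of the genes in Table S5 higher in DG1. No alternative set before the data were examined came within 1.5 times the paper's value. They gave 13 (DESeq2 Wald test), 11 (DESeq2 size factors in edgeR and genes with a best hit outside flowering plants left out), 10 (no filter on low counts), 9 (only the 2 groups compared, replicate block and limma-trend, pseudocount 0.1), 7 (limma-trend, pseudocount 1), 1 (adjusted p under 0.005) and 8 (DESeq2 with adjusted p under 0.005). Values of 5 to 11 with single libraries left out did not close the gap. Alternatives chosen after seeing the values gave 11 (DESeq2 on 2 groups), 6 (DESeq2 without DG1 replicate 1), 5 (edgeR without DG1 replicate 1 and those genes), 12 (DESeq2 with hits outside flowering plants left out) and 8 (DESeq2 on 2 groups at adjusted p under 0.005), none within it.

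It counts 15 downregulated glutathione DEGs, and edgeR called 1. No alternative set before the data were examined came within 1.5 times the paper's value. They gave 1 (DESeq2 Wald test, DESeq2 size factors in edgeR, no filter on low counts, only the 2 groups compared, replicate block, genes with a best hit outside flowering plants left out and DESeq2 with adjusted p under 0.005) and 0 (limma-trend, pseudocount 1, limma-trend, pseudocount 0.1 and adjusted p under 0.005). Values of 0 to 1 with single libraries left out did not close the gap. Alternatives chosen after seeing the values gave 1 (DESeq2 on 2 groups, DESeq2 without DG1 replicate 1 and DESeq2 with hits outside flowering plants left out) and 0 (edgeR without DG1 replicate 1 and those genes and DESeq2 on 2 groups at adjusted p under 0.005), none within it. The log2 fold changes in Table S5 are positive for 15 of these genes and negative for 2, the reverse of the numbers in the paper's text.

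The first principal component holds about 69% of the variance in Fig. 2B, read by eye, and 28.5% here on log2(TPM + 1). Of the alternatives set before the data were examined, TPM that were not logged gave 69.2%, within 1.5 times of it, and log2 CPM of TMM-normalized counts (34.9%), no filter on mean TPM (27.6%), log2(TPM + 0.1) (21.8%) and leaving out genes with a best hit outside flowering plants (27.2%) did not. Single libraries left out, chosen after seeing the values, gave 25.4 to 30.9%, which did not come within it.

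The paper describes the cultivars as clearly separated and the replicates of each treatment as clustered together, and here the first component separated treatments, cultivars separated on the second, and replicate 1 of DG1 lay at 205 on the first against 64.8 and 79.7 for its replicates. Fig. 2A shows some negative correlations between samples, and here the lowest r between any libraries was 0.291. From Fig. 3B the paper states that upregulated DEGs had the smallest p-values between the drought groups, and here the smallest adjusted p was that of DN18318_c0_g1, lower in DG1 (log2 fold change -2.74, adjusted p = 0.0329). For the qRT-PCR genes, which the paper uses as a check of the sequencing data, edgeR called 9 of 15 in G1 and DESeq2 12, while for W1 DESeq2 called 6. PIF3, which the paper lists among DEGs specific to G1, rose by less than 4-fold in both cultivars here, in G1 (log2 fold change 1.98 ± 0.25, adjusted p = 0.00127) and in W1 (1.97 ± 0.25, adjusted p = 0.0187), so it was a DEG in neither.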

Other observations

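The tests of explanations in this part were chosen after the result was seen, and the gene lists and the rule for naming genes were planned. In chlorophyll breakdown 3 of 7 rose and 0 fell (3 and 1 adjusted over the list alone). Those rising were STAY-GREEN (SGR, DN14798_c1_g2, log2 fold change 3.87 ± 0.75, adjusted p = 0.00579) and the CLH2 genes DN18723_c0_g3 (log2 fold change 4.36 ± 0.93, adjusted p = 0.00885) and DN15736_c1_g1 (log2 fold change 5.40 ± 1.13, adjusted p = 0.00798). The set test made no call for that list (adjusted p = 0.151). In chlorophyll synthesis 0 of 9 rose and 2 fell (0 and 2 adjusted over the list alone). HEMA1 (DN19983_c0_g4, log2 fold change -1.32 ± 0.32, adjusted p = 0.0138) was among those that fell. The chlorophyll synthesis list had a rising count of 1 without DG1 replicate 1 and a falling count of 1 without CG1 replicate 3. The set test did not call it in G1 (adjusted p = 0.0715), and called the interaction lower (adjusted p = 0.0283, and adjusted p = 0.731 with an estimated correlation, and adjusted p = 0.674 without DG1 replicate 1). For light harvesting and photosystems 0 of 45 rose and 3 fell (0 and 0 adjusted over the list alone). Light harvesting and photosystems as a set were called lower in DG1 (adjusted p = 0.000729, and adjusted p = 0.6 with an estimated correlation, and adjusted p = 0.247 without DG1 replicate 1). For the interaction the set test gave adjusted p = 1.29e-06, 0.731 with an estimated correlation and 0.00505 without DG1 replicate 1. The light harvesting list had a falling count of 1 without replicate 1 or 3 of DG1. Of transcripts annotated as encoded in the chloroplast 1 of 77 rose and 20 fell (4 and 24 adjusted over the list alone). Chloroplast-encoded transcripts as a set were called lower in DG1 (adjusted p = 0.000143, and adjusted p = 0.497 with an estimated correlation) and in DW1 (0.0307 and 0.624). For the interaction the set test gave adjusted p = 0.00146, and 0.731 with an estimated correlation, and 0 of the 77 members passed that test singly. The gene atpA (DN21156_c0_g2, log2 fold change -1.78 ± 0.37, adjusted p = 0.00776) fell, and the list also holds INVC, FATA and the mitochondrial MT-ND2. The chloroplast list had a rising count of 0 without replicate 1, 2 or 3 of CG1 or DG1 replicate 1 and 2 without replicate 2 or 3 of DG1. Falling members numbered 12 without replicate 1 or 3 of DG1. For transcripts annotated as encoded in the mitochondrion 8 of 49 rose and 1 fell (0 and 0 adjusted over the list alone). The mitochondrial list had a rising count of 0 without replicate 1, 2 or 3 of CG1 or DG1 replicate 1, 2 without CW1 replicate 2, 3 without replicate 1 or 3 of CW1 or DW1 replicate 3 and 5 without DW1 replicate 2. Falling members numbered 0 without replicate 1, 2 or 3 of CW1, replicate 1 or 3 of CG1, DW1 replicate 2 or replicate 2 or 3 of DG1, 2 without CG1 replicate 2 and 6 without DG1 replicate 1. The Calvin cycle list had 3 tested members and the root list 3, too few for a test.

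Of secondary wall and vascular markers 0 of 32 rose and 12 fell (0 and 12 adjusted over the list alone). Secondary wall and vascular markers as a set were called lower in DG1 (adjusted p = 0.0227, and adjusted p = 0.6 with an estimated correlation; lower in DW1 with adjusted p = 0.0384; interaction adjusted p = 0.194). Among them were FLA17 (DN14377_c0_g5, log2 fold change -1.78 ± 0.32, adjusted p = 0.00432) and FLA8 (DN19453_c0_g9, log2 fold change -2.68 ± 0.56, adjusted p = 0.00806). The vascular list had a rising count of 1 without DG1 replicate 2. Falling members numbered 6 without DG1 replicate 1 and 7 without replicate 2 or 3 of CG1 or DG1 replicate 3. Among guard cell and epidermis markers 5 of 75 rose and 16 fell (5 and 19 adjusted over the list alone). Guard cell and epidermis markers as a set were called lower in DG1 (adjusted p = 0.00438, and adjusted p = 0.445 with an estimated correlation; lower in DW1 with adjusted p = 0.00966; interaction adjusted p = 0.267). The wax synthesis gene CUT1 (DN13077_c0_g8, log2 fold change 2.81 ± 0.39, adjusted p = 0.00175) and the esterase-like At5g45950 (DN13477_c1_g3, log2 fold change 3.12 ± 0.34, adjusted p = 0.000852) rose. At1g29670 (DN17737_c0_g1, log2 fold change -3.53 ± 0.55, adjusted p = 0.0026) and APG (DN14726_c0_g4, log2 fold change -3.14 ± 0.63, adjusted p = 0.00679) fell. The epidermis list had a rising count of 3 without replicate 2 or 3 of CG1 or DG1 replicate 1 and a falling count of 25 without DG1 replicate 2. In phenylpropanoid and flavonoid synthesis 11 of 56 rose and 1 fell (11 and 1 adjusted over the list alone). Cinnamate hydroxylase CYP73A1 (DN16278_c1_g1, log2 fold change 1.36 ± 0.31, adjusted p = 0.0114) rose, and the list also holds VSR1, a sorting receptor. The phenylpropanoid list had a rising count of 3 without CG1 replicate 3 and 5 without CG1 replicate 1 or DG1 replicate 1. Falling members numbered 0 without CG1 replicate 3 or DG1 replicate 3 and 2 without CG1 replicate 1 or DG1 replicate 2. Of the acetylenic and omega-6 desaturases 0 of 25 rose and 7 fell (0 and 7 adjusted over the list alone). For the interaction the set test of acetylenic and omega-6 desaturases gave adjusted p = 1.31e-05, and 0.694 with an estimated correlation. As a set they were called lower in DG1 (adjusted p = 0.00751, and adjusted p = 0.6 with an estimated correlation). DES8.11 (DN13637_c1_g6, log2 fold change -4.34 ± 0.98, adjusted p = 0.0109) and DN15377_c1_g8 (log2 fold change -2.03 ± 0.42, adjusted p = 0.00751) were among them. The desaturase list had a falling count of 4 without CG1 replicate 2 or DG1 replicate 2. In W1 the set test made no call for it (adjusted p = 0.29), its median log2 fold change being 0.62 there and -1.57 in G1, and CG1 replicate 2 stood apart from the other control libraries in its summed TPM, by 0.730 of their range. Among aquaporins 1 of 20 rose and 4 fell (1 and 6 adjusted over the list alone). The aquaporin list had a rising count of 0 without replicate 2 or 3 of CG1 or replicate 2 or 3 of DG1 and 2 without CG1 replicate 1. Falling members numbered 0 without DG1 replicate 3, 1 without replicate 2 or 3 of CG1, 2 without replicate 2 or 3 of CW1, CG1 replicate 1 or DG1 replicate 1 and 9 without DW1 replicate 1. Of housekeeping genes 6 of 81 rose and 29 fell (10 and 31 adjusted over the list alone). Housekeeping genes as a set were called lower in DG1 (adjusted p = 0.000747, and adjusted p = 0.474 with an estimated correlation; lower in DW1 with adjusted p = 0.000117; interaction adjusted p = 0.339). The tubulins TUBA1 (DN15498_c0_g7, log2 fold change -5.20 ± 0.96, adjusted p = 0.00485) and TUBA (DN17190_c0_g1, log2 fold change -1.86 ± 0.30, adjusted p = 0.00305) fell and the ubiquitin UBI11 (DN19706_c2_g7, log2 fold change 1.71 ± 0.23, adjusted p = 0.00153) rose. Also on the list is SCAB2, an actin-binding protein. The housekeeping list had a rising count of 2 without CG1 replicate 3 or DG1 replicate 1.

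Of all cytosolic ribosomal protein genes 74 of 279 rose and 156 fell (83 and 166 adjusted over the list alone). Cytosolic ribosomal proteins as a set were called lower in DG1 (adjusted p = 3.14e-10, and adjusted p = 0.6 with an estimated correlation) and in DW1 (1.43e-13 and 0.539). For the interaction the set test gave adjusted p = 0.0297, and 0.859 with an estimated correlation, and 0 of the 279 members passed that test singly. RPS27AA (DN18377_c1_g3, log2 fold change 2.81 ± 0.44, adjusted p = 0.00257) was higher in DG1, and P0 (DN14770_c1_g3, log2 fold change -1.71 ± 0.29, adjusted p = 0.0034) and RPL23 (DN18138_c0_g1, log2 fold change -1.29 ± 0.26, adjusted p = 0.00641) were lower. The ribosomal protein list had a rising count of 2 without replicate 2 or 3 of CG1 or DG1 replicate 1, 3 without CG1 replicate 1, 14 without CW1 replicate 2, 17 without CW1 replicate 3, 21 without CW1 replicate 1, 23 without DW1 replicate 2 and 25 without DW1 replicate 3. In W1 25 members fell, and 0 without replicate 1 or 2 of CW1, replicate 2 or 3 of CG1, replicate 2 or 3 of DW1 or DG1 replicate 3, 2 without DG1 replicate 2, 15 without CG1 replicate 1, 44 without DG1 replicate 1, 74 without CW1 replicate 3 and 125 without DW1 replicate 1. Split by their best hit, 70 of 80 genes with a vertebrate hit were higher in DG1 and 0 lower, and without DG1 replicate 1 0 were higher in edgeR, against 2 in DESeq2 with all libraries.

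The third pattern weighed is that plant ribosomal protein genes fell in droughted leaves of G1. Of 193 genes with no hit outside flowering plants, 4 rose and 154 fell in G1 (median log2 fold change -1.26), and 1 rose and 25 fell in W1 (DESeq2 gave 159 and 130 falling), the W1 count depending on single libraries. RNA of another organism is argued against as their cause, since 147 of them still fell in G1 without DG1 replicate 1. A drought response of the leaves is a candidate explanation, as the median log2 fold change in W1 was also negative (-0.93). The day of sampling cannot be told apart from it, because 0 well-watered libraries were taken on day 4.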
